# Group 2 Innate Lymphoid Cells Exhibit a Dynamic Phenotype in Allergic Airway Inflammation

**DOI:** 10.3389/fimmu.2017.01684

**Published:** 2017-12-01

**Authors:** Bobby W. S. Li, Ralph Stadhouders, Marjolein J. W. de Bruijn, Melanie Lukkes, Dior M. J. M. Beerens, Maarten D. Brem, Alex KleinJan, Ingrid Bergen, Heleen Vroman, Mirjam Kool, Wilfred F. J. van IJcken, Tata Nageswara Rao, Hans Jörg Fehling, Rudi W. Hendriks

**Keywords:** allergy, asthma, IL-33, group 2 innate lymphoid cell, house dust mite, mouse model

## Abstract

Group 2 innate lymphoid cells (ILC2) are implicated in allergic asthma as an early innate source of the type 2 cytokines IL-5 and IL-13. However, their induction in house dust mite (HDM)-mediated airway inflammation additionally requires T cell activation. It is currently unknown whether phenotypic differences exist between ILC2s that are activated in a T cell-dependent or T cell-independent fashion. Here, we compared ILC2s in IL-33- and HDM-driven airway inflammation. Using flow cytometry, we found that surface expression levels of various markers frequently used to identify ILC2s were dependent on their mode of activation, highly variable over time, and differed between tissue compartments, including bronchoalveolar lavage (BAL) fluid, lung, draining lymph nodes, and spleen. Whereas *in vivo* IL-33-activated BAL fluid ILC2s exhibited an almost uniform CD25^+^CD127^+^T1/ST2^+^ICOS^+^KLRG1^+^ phenotype, at a comparable time point after HDM exposure BAL fluid ILC2s had a very heterogeneous surface marker phenotype. A major fraction of HDM-activated ILC2s were CD25^low^CD127^+^T1/ST2^low^ ICOS^low^KLRG1^low^, but nevertheless had the capacity to produce large amounts of type 2 cytokines. HDM-activated CD25^low^ ILC2s in BAL fluid and lung rapidly reverted to CD25^high^ ILC2s upon *in vivo* stimulation with IL-33. Genome-wide transcriptional profiling of BAL ILC2s revealed ~1,600 differentially expressed genes: HDM-stimulated ILC2s specifically expressed genes involved in the regulation of adaptive immunity through B and T cell interactions, whereas IL-33-stimulated ILC2s expressed high levels of proliferation-related and cytokine genes. In both airway inflammation models ILC2s were present in the lung submucosa close to epithelial cells, as identified by confocal microscopy. In chronic HDM-driven airway inflammation ILC2s were also found inside organized cellular infiltrates near T cells. Collectively, our findings show that ILC2s are phenotypically more heterogeneous than previously thought, whereby their surface marker and gene expression profile are highly dynamic.

## Introduction

The capability of group 2 innate lymphoid cells (ILC2) to secrete large amounts of IL-5 and IL-13 has led to the investigation of their role in the pathogenesis of allergic diseases in recent years (1, 2). ILCs are a family of effector lymphocytes that do not express antigen receptors. They are classified according to their transcription factor requirements and distinct cytokine secreting patterns that mirror the profiles of T helper subsets (3, 4). ILC2s were originally characterized as an IL-25- and IL-33-responsive cell population that provides a critical early source of type 2 cytokines for the expulsion of parasitic worms (5–8). Like other ILC family members, ILC2s develop from the common lymphoid progenitors (CLP) and lack classic hematopoietic lineage markers and are thus defined as Lineage negative (9, 10). They express Thy-1 (CD90), c-Kit (CD117) and Sca-1 as well as a broad range of cytokine receptors, including IL-7Rα (CD127), IL-2Rα (CD25), IL-25R (IL-17RB), and IL-33R (T1/ST2), leading to frequent use of these markers to identify and isolate ILC2s (11–13).

When stimulated by epithelial cell-derived innate cytokines, such as IL-25, IL-33, and thymic stromal lymphopoietin (TSLP), prostaglandin D2 from mast cells or cysteinyl leukotrienes secreted by activated hematopoietic cells, ILC2s rapidly expand and secrete large amounts of type 2 cytokines (1, 2, 14). Accordingly, intranasal administration of IL-25 or IL-33 induces eosinophilic airway inflammation and expansion of ILC2s, independently of B or T cells (15–17). Mouse models of allergic airway inflammation induced by papain and *Alternaria* have shown rapid release of IL-25 and IL-33 followed by robust ILC2 induction prior to T cell activation, suggesting an early sentinel function (16, 18–20). In contrast to these studies, exposure to other allergens such as *Aspergillus* and house dust mite (HDM) indicates a prominent role of T cells in the initiation of allergic inflammation (21, 22). We have previously shown that, in HDM-induced allergic inflammation, ILC2 induction requires T cell activation. Although accumulation of ILC2s in the bronchoalveolar lavage (BAL) fluid is independent of IL-33, cytokine production by ILC2s is markedly reduced in IL-33 knockout mice (22). Additionally, T cell-derived IL-21 promotes type 2 immunity to HDM and blockade of CD28 signaling during HDM exposure represses airway hyperreactivity and lung inflammation (23, 24), further supporting that both IL-33 and T cells are necessary for full ILC2 responses. Evidence for direct interactions between T cells and ILC2s includes the expression of MHC class II and co-stimulatory molecules such as CD86 and ICOS/ICOS-L by ILC2s (25–27). Taken together, these studies indicate the involvement of a complex array of signals and interactions for the activation of ILC2s in allergy. Importantly, ILC2s have mainly been studied in models in which they are strongly and rapidly activated in a T cell-independent fashion, but the phenotypic characteristics of ILC2s induced in T cell-dependent inflammation, including HDM-mediated allergic airway inflammation models, is currently not clear. Studies using IL-5 and IL-13 reporter mice have shown that in unstimulated conditions or upon IL-33 stimulation pulmonary ILC2s are mainly localized in the lung submucosa close to epithelial cells in collagen-rich regions near blood vessels and airways (28, 29). However, ILC2 localization within a more physiological airway inflammation and their localization relative to Th2 cells remain unknown.

Plasticity of ILCs has first been reported in intestinal group 3 innate lymphoid cells (ILC3), which downregulate RORγt expression and simultaneously upregulate T-bet to transform into a group 1 innate lymphoid cell (ILC1)-like phenotype depending on IL-12, IL-18, and IL-7 (30). Conversely, ILC1s can trans-differentiate into ILC3s in the presence of IL-1β and IL-23 (31). ILC2s are also able to upregulate T-bet under influence of IL-33 and IL-1β and can produce IFN-γ, whereby retention of IL-13 producing capabilities resulting in a hybrid ILC1/ILC2 phenotype has been reported (32–35). Heterogeneity and plasticity in relation to environmental signals have recently been substantiated by single-cell transcriptome analyses (36–38). Taken together, these publications demonstrate the importance of micro-environmental cues for the function of ILC2s. As a result, the expression of cytokines and cytokine receptors by ILC2s may depend on their manner of activation and may differ between tissues. Thus, we relied on transcription factor GATA3 as a key ILC2 marker, which is central to ILC2 development and function and is constitutively expressed at high levels (39). We have previously reported dose-dependent effects of GATA3 both on ILC2 development from CLPs and on ILC2 function in allergic airway inflammation (40, 41). GATA3 additionally plays a major role as a master regulator of Th2 cell differentiation and drives the early development of other ILC subsets from the common ILC progenitor (42–44).

Although plasticity of ILC2 is studied in the context of their capacity to trans-differentiate into other types of ILCs, it remains unknown how the ILC2 phenotype is dependent on activation status, how it develops over time, what the differences are between various tissue compartments, and how stable or reversible the ILC2 phenotype is. In this report, we aimed to compare the dynamics and kinetics of the ILC2 phenotype in the context of T cell-independent and T cell-dependent airway inflammation using IL-33 and HDM, respectively. We employed a novel *Gata3*^YFP/YFP^ mouse strain, named GATA3 IRES Reporter (GATIR), which allows for synchronous transcription of GATA3 and yellow fluorescent protein (YFP) as separate proteins without affecting GATA3 protein levels or function (Tata Nageswara Rao and Hans Jörg Fehling, manuscript in preparation). These mice enabled us to characterize and compare the phenotype of ILC2s in detail in acute and chronic mouse models of airway inflammation and to evaluate their localization in the lungs during an inflammatory response relative to other immune cells.

## Materials and Methods

### Mice

Wild-type C57BL/6 mice were purchased from Envigo (United Kingdom). The GATIR mouse strain, in which an IRES-YFP sequence was inserted into the 3′ untranslated region of the *Gata3* gene resulting in concomitant production of GATA3 and YFP protein, was on a C57BL/6 background (Tata Nageswara Rao and Hans Jörg Fehling, manuscript in preparation). Only homozygous GATIR knock-in mice were used for analysis. *Gata3^+^*^/^*^−^* mice (C57BL/6), in which one of the *Gata3* alleles is targeted by a lacZ reporter, have been described previously (45). Mice were ~8–16 weeks old at time of analysis. All animals were housed at the Erasmus MC Animal Center under specific pathogen-free conditions. All experiments were approved by the Erasmus MC Animal Ethics Committee.

### Induction of Airway Inflammation

For IL-33-induced airway inflammation, mice were anesthetized using isoflurane and treated three times intranasally or intratracheally every other day with 0.5 µg IL-33 (BioLegend, USA) or PBS (GIBCO Life Technologies, USA) as described previously (17). Mice were sacrificed at the indicated time points after the final IL-33 administration.

For acute HDM-induced allergic airway inflammation, mice were anesthetized using isoflurane and sensitized by intranasal or intratracheal injection with 1 or 10 µg HDM extract (Greer, SC, USA) or PBS. After 7 days, animals were challenged daily on days 0–4 with 10 µg HDM intranasally or intratracheally and sacrificed at the indicated time points after the final treatment as described previously (46). For chronic HDM-induced allergic airway inflammation, mice were anesthetized using isoflurane and treated intranasally three times weekly for 5 weeks with 25 µg HDM or PBS and sacrificed at the indicated time points after the final treatment [adapted from Ref. (47)].

### Flow Cytometry

Single cell suspensions were prepared from lungs, lymph nodes, and spleens by mechanical disruption of the tissues without digestive enzymes using a 100-µm cell strainer (BD Biosciences, USA) in PBS containing 0.5% bovine serum albumin and 5 mM EDTA (Sigma-Aldrich, USA). Bone marrow cells were extracted from the femur and BAL fluid was obtained by flushing the lungs three times with 1 mL PBS containing 0.5 mM EDTA. Intracellular cytokine production was measured upon stimulation of cells at 37°C with phorbol 12-myristate 13-acetate (PMA) and ionomycin (Sigma-Aldrich, USA), supplemented with GolgiStop (BD Biosciences, USA) for 4 h prior to staining. Flow cytometry surface and intracellular staining procedures have been described previously (17, 41). A comprehensive list of antibodies used for flow cytometry is presented in Table S1 in Supplementary Material. Lineage-negative cells were defined as cells not expressing CD3, CD4, CD5, CD8α, CD11b, CD11c, CD19, B220, NK1.1, FcεRIα, TER-119, and Gr-1. Data were acquired using a LSR II flow cytometer equipped with three lasers and FACSDiva (BD Biosciences, USA) and analyzed by FlowJo (Tree Star, Inc., USA).

### ILC2 Cell Sorting and RNA-Seq

For FACS sorting, BAL fluid cells were stained with fluorescently labeled monoclonal antibodies. ILC2 fractions were sorted as Lineage^−^Sca-1^+^YFP^+^ cells using a FACSAria flow cytometer equipped with three lasers and FACSDiva software (Beckton Dickinson). Data analysis was performed with FlowJo software (Tree Star, Inc.).

RNA was extracted using the RNeasy Micro kit (Qiagen) according to the manufacturer’s instructions. Library preparation was performed using the Smart-seq2 methodology (48) and sequenced according to the Illumina TruSeq Rapid v2 protocol on an Illumina HiSeq2500 (single read mode, 51 bp read length). Reads were aligned to the mouse genome (mm10 build) using HISAT2 (49). Sample scaling and statistical analysis were performed using the R package DESeq2 (50) as implemented in HOMER (51); genes with >1 absolute log2-fold change and adjusted *p* < 0.01 (Wald test) were considered differentially expressed. Standard Reads Per Kilobase Million (RPKM) values were used as an absolute measure of gene expression. Genes with average RPKM <2 were considered not expressed. Pathway analyses on differentially expressed genes were performed using Metascape^1^ (52).

### Confocal Microscopic Imaging

Lungs from GATIR mice were inflated with OCT embedding medium containing 2% PFA (Thermo Fisher Scientific, USA) and snap frozen in liquid nitrogen to preserve morphology and YFP fluorescence. Lymph nodes were fixed in 2% PFA, placed in 30% sucrose in PBS overnight and embedded in OCT and stored at −80°C. 7-µm thick cryosections were cut at −20°C using a cryostat (Thermo Fisher Scientific) and stained at room temperature with primary antibodies for 1 h and secondary antibodies for 30 min. A comprehensive list of antibodies used for confocal microscopy is presented in Table S2 in Supplementary Material. Slides were stained with DAPI (Invitrogen, USA) for 5 min and sealed with Vectashield (Vector Laboratories, USA) and examined with an LSM 510 Meta confocal microscope equipped with a 405, 488, 543, and 633 nm laser (Zeiss, Germany). Images were processed and analyzed in Fiji, an open source scientific image processing application based on ImageJ.^2^

### Statistical Analysis

Statistical comparisons were performed by Mann–Whitney *U* tests and a *p*-value of <0.05 was considered statistically significant. All analyses were performed using Prism (GraphPad Software, USA).

## Results

### The GATIR Knock-In Does Not Affect GATA3 Expression Levels

We aimed to make use of expression of the *Gata3* gene as a central ILC2 marker that is independent of cell surface proteins on ILC2s. We have previously shown that GATA3 is critical for ILC2 development in a dose-dependent manner (40). Reduction of GATA3 levels as in *Gata3^+/−^* mice did not detectably affect splenic or thymic CD4^+^ and CD8^+^ T cells in steady state (Figure S1A in Supplementary Material). However, a negative impact was observed on IL-33-induced ILC2 accumulation and cytokine production and the associated eosinophilia in the BAL fluid of mice (Figure S1B in Supplementary Material). Similar effects were found in an HDM-induced mouse model for airway inflammation, whereby reduced GATA3 levels also affected CD4^+^ T cell accumulation and their cytokine content in the BAL fluid (Figure S1C in Supplementary Material). Despite normal development of CD4^+^ and CD8^+^ T cells and normal *in vitro* proliferation of naïve CD4^+^ T cells following αCD3/αCD28-mediated stimulation, *Gata3^+/−^* T cells showed a significant decline in type 2 cytokine production *in vitro*, indicating impaired Th2 differentiation (Figures S1D,E in Supplementary Material).

It was, therefore, critical that the *Gata3* reporter mice to be used for visualization and phenotypic characterization of ILC2s and Th2 cells had unaltered GATA3 expression. GATIR mice harbor an IRES-YFP sequence that was inserted into the 3′ untranslated region of the *Gata3* gene, allowing for the production of YFP as a separate protein concomitant with *Gata3* transcription (Tata Nageswara Rao and Hans Jörg Fehling, manuscript in preparation). We administered either IL-33 or HDM intranasally to GATIR mice to induce ILC2 activation and airway inflammation in a T cell-independent and T cell-dependent manner, respectively (Figures 1A,B).

**Figure 1:**
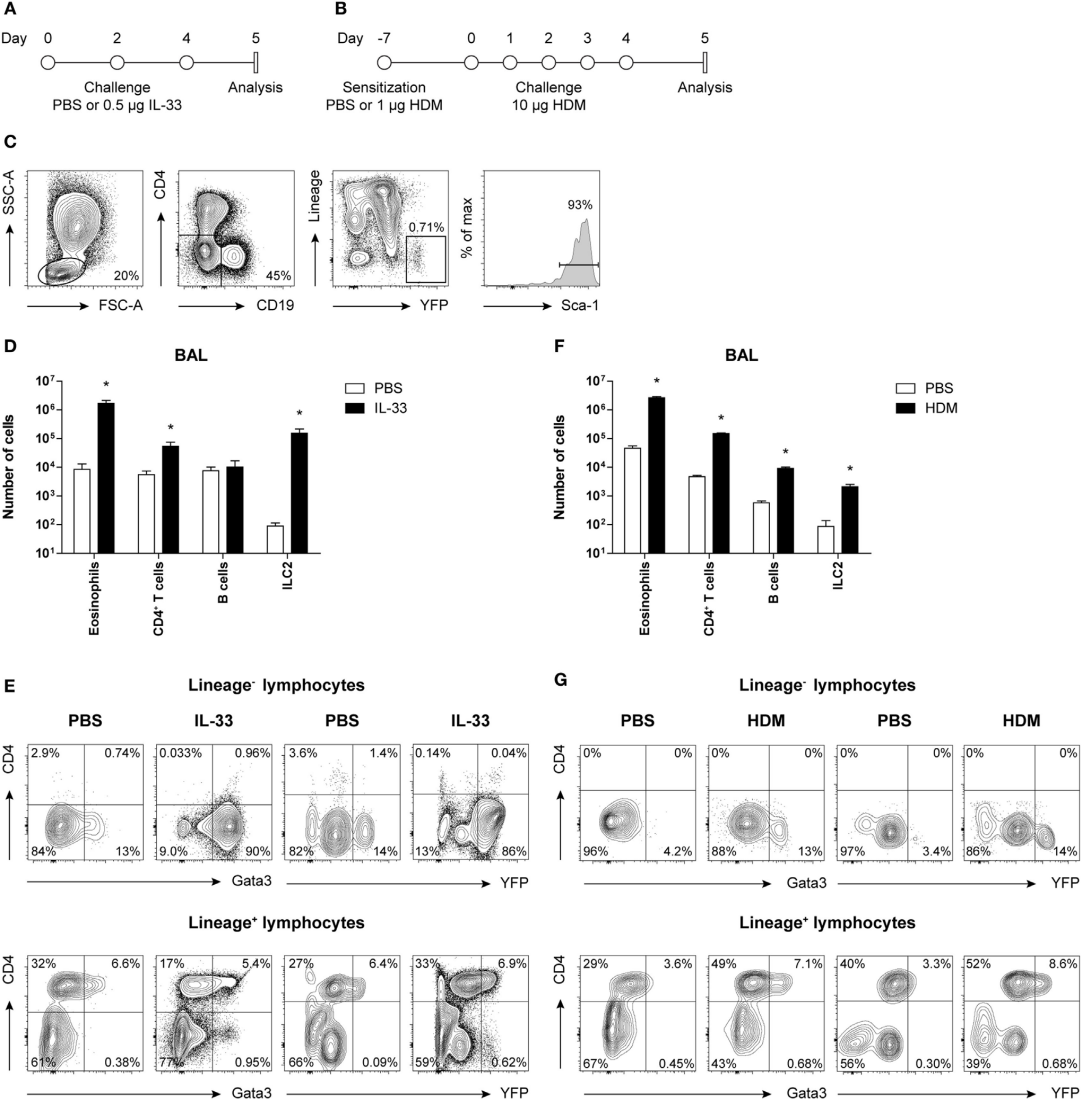
Concomitant GATA3 and yellow fluorescent protein (YFP) expression in group 2 innate lymphoid cells (ILC2s) after IL-33 and house dust mite (HDM) stimulation. **(A,B)** Schemes for intranasal **(A)** IL-33 and **(B)** HDM treatment of GATA3 IRES Reporter mice for induction of acute airway inflammation. Mice were treated with PBS, IL-33, or HDM at indicated time points and analysis was performed 1 day after the final challenge. **(C)** Flow cytometric identification of Lineage^−^YFP^+^Sca-1^+^ ILC2s in bronchoalveolar lavage (BAL) fluid. **(D,F)** Quantification of eosinophils, CD4^+^ T cells, B cells, and ILC2s in the BAL fluid of IL-33 and HDM-treated mice. Data are shown as mean + SEM of *n* = 3–5 mice per group of a single experiment and are representative of two independent experiments. *p ≤ 0.05 compared to PBS control unless otherwise indicated. **(E,G)** Analysis of intracellular GATA3 and YFP expression by flow cytometry in Lineage^−^ and Lineage^+^ lymphocytes from BAL fluid of IL-33 and HDM-treated mice. Plots represent combined data using the concatenate option in FlowJo (*n* = 3–5), representative of two independent experiments.

Group 2 innate lymphoid cells were defined by flow cytometry as Lineage^−^ lymphocytes expressing YFP and Sca-1 (Figure 1C). Analysis of BAL fluid obtained 1 day after the final challenge showed that IL-33 triggered expansion of eosinophils, ILC2s, and to a lesser extent CD4^+^ T cells (Figure 1D). The YFP signals paralleled the expression of GATA3 protein, as detected by intracellular flow cytometry using GATA3-specific antibodies, both within Lineage^−^ and Lineage^+^ lymphocyte fractions (Figure 1E).

In HDM-mediated allergic airway inflammation B cells were also expanded, in addition to eosinophils, CD4^+^ T cells, and ILC2s (Figure 1F), and a similar correlation between GATA3 expression and YFP signals was found in both Lineage^−^ and Lineage^+^ lymphocyte fractions (Figure 1G). Furthermore, the influx of eosinophils and ILC2s in BAL fluid after IL-33 administration did not differ between GATIR mice and wild-type controls. Upon IL-33 exposure, the mean fluorescence intensity (MFI) values of intracellular GATA3 in ILC2s were comparable between the two groups of mice in BAL fluid, lung, and mediastinal lymph node (MLN) (Figure S2A in Supplementary Material). Likewise, GATIR mice paralleled wild-type counterparts when exposed to HDM and no differences in the induction of eosinophils and CD4^+^ T cells and GATA3 expression within Th2 cells were observed (Figure S2B in Supplementary Material). Taken together, these data demonstrate that YFP provides an accurate reflection of intracellular GATA3 expression, although a direct comparison between intracellular GATA3 protein and YFP levels could not be accomplished due to the loss of YFP signal during cell fixation required for GATA3 detection. We conclude that GATA3 protein levels and ILC2 and Th2 induction are not affected by the inserted IRES-YFP sequence, enabling us to use YFP expression in GATIR mice for the identification of ILC2s.

### IL-33 and HDM-Stimulated ILC2s Display a Variable, Unstable, and Heterogeneous Surface Phenotype

Next, we compared the cell surface marker expression of ILC2s in steady state, in IL-33-mediated airway inflammation, as well as in HDM-induced allergic airway inflammation. Whereas IL-33 induced a robust expansion of ILC2s in BAL fluid, lung, MLN, and spleen, HDM exposure resulted in a significant but more modest ILC2 response in BAL fluid, lung, and MLN but not in spleen (Figure 2A), as previously reported (17, 22).

**Figure 2:**
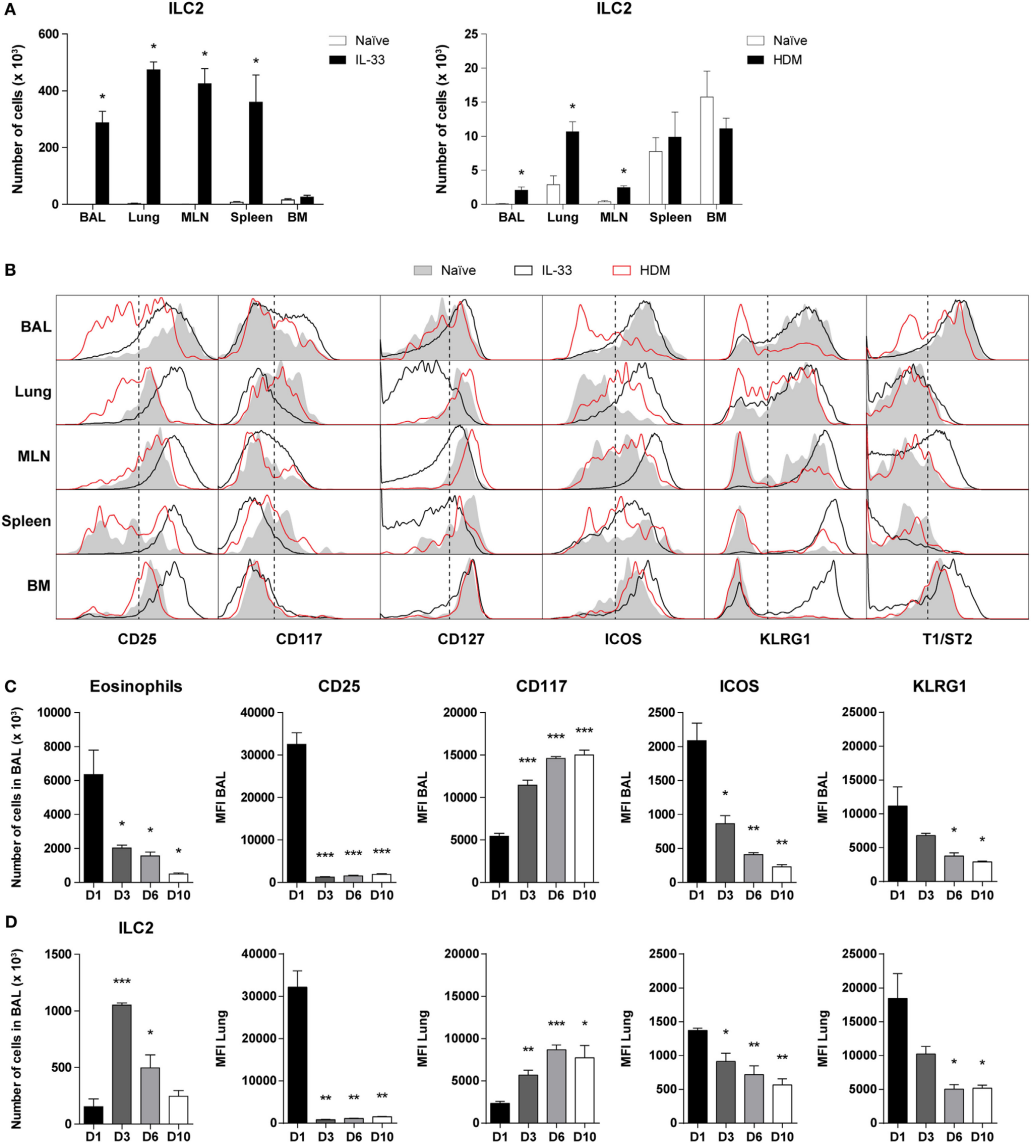
Dynamics of phenotypic group 2 innate lymphoid cell (ILC2) heterogeneity in airway inflammation. **(A)** Quantification of ILC2s in bronchoalveolar lavage (BAL) fluid, lung, mediastinal lymph node (MLN), spleen, and bone marrow (BM) of GATA3 IRES Reporter mice treated with IL-33 and house dust mite (HDM). **(B)** Comparison of ILC2 phenotype in the indicated tissues derived from naïve (*shaded*), IL-33 (*black*), or HDM-treated (*red*) mice. Plots represent combined data using the concatenate option in FlowJo (*n* = 4–6), representative of two independent experiments. **(C)** Eosinophil and ILC numbers in BAL fluid of IL-33-treated mice at days 1, 3, 6, and 10 after the final challenge. **(D)** Quantification of BAL fluid and lung ILC2 surface markers expressed as mean fluorescence intensity (MFI) values. **(A,C,D)** Data are shown as mean + SEM of *n* = 4–6 mice per group of a single experiment and are representative of two independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 compared to **(A)** naïve control or **(C,D)** D1 unless otherwise indicated.

Stimulation by IL-33 resulted in high surface expression of CD25, ICOS, KLRG1, and T1/ST2 on BAL fluid ILC2s, which are markers frequently used to define these cells (1, 2). In contrast, HDM-activated ILC2s in BAL fluid displayed large phenotypic heterogeneity and showed substantially reduced expression levels of CD25, ICOS, KLRG1, and T1/ST2, which were even lower than on ILC2s from naïve mice. ILC2s in lung and MLN showed a similar picture in that surface expression of CD25, ICOS, and KLRG1 was lower on HDM-activated ILC2s than on IL-33-stimulated ILC2s. Cell surface expression of these three markers on spleen and bone marrow (BM) ILC2s were not different between mice with HDM-mediated inflammation and naïve mice, consistent with the expected localized effects of intranasal HDM exposure. T1/ST2 on ILC2s showed low expression in lung and spleen in both naïve mice and in mice with airway inflammation. On MLN and BM ILC2s the expression of T1/ST2 was upregulated following IL-33 but not following HDM exposure. IL-33-stimulated ILC2s in the BM were also high in KLRG1, typically expressed by inflammatory ILC2s in peripheral tissues, suggesting systemic ILC2 activation (2). In all compartments analyzed, the expression of CD117 and CD127 on ILC2s showed only minor differences between naïve and HDM-challenged mice. Whereas the effects of IL-33 on CD117 expression on ILC2s were modest, IL-33-stimulated ILC2s in lung, MLN, and spleen featured a detectable downregulation of CD127 expression (Figure 2B).

Next, we further investigated whether the ILC2 phenotype alters over time after exposure to IL-33. GATIR mice were challenged with IL-33 and sacrificed at several time points after the final challenge. As expected, eosinophil counts gradually decreased, but ILC2 numbers appeared to peak on day 3 (Figure 2C). ICOS and KLRG1 expression followed a similar pattern to eosinophils, while CD117 was upregulated at later time points. Remarkably, we found that while CD25 was initially highly expressed on IL-33-stimulated ILC2s, the expression was significantly decreased from day 3 after the final challenge and onward with similar trends in both BAL fluid and lung tissue (Figure 2D). Only minor changes were observed in T1/ST2 expression and Thy1.2 (CD90.2) was mildly upregulated by day 10 in a similar pattern as CD117 (Figure S3 in Supplementary Material). Furthermore, the percentage of ILC2s expressing proliferation marker Ki-67 significantly decreased at later time points, suggesting a decreased activation state (Figure S3 in Supplementary Material).

The characteristic downregulation of CD25 expression revealed a type of ILC2 phenotypic heterogeneity that to the best of our knowledge has not been described previously. Particularly in BAL fluid, but also in lung and MLN, IL-33-stimulated ILC2s showed a CD25^high^CD127^low^ phenotype on day 1 after challenge while IL-33-exposed ILC2s on day 6 and HDM-activated ILC2s showed an inversed CD25^low^CD127^high^ phenotype (Figure 3A). When we specifically gated CD25^low^ ILC2s present in BAL fluid and lung from mice with HDM-driven inflammation, we found that these cells displayed low surface expression of ICOS, KLRG1, and T1/ST2 compared to gated CD25^high^ ILC2s. However, both CD25^high^ and CD25^low^ ILC2s highly expressed CD90.2 on the cell surface (data not shown). Additionally, CD25^high^ ILC2s present in HDM-driven and IL-33-driven inflammation showed differences as well, e.g., in surface CD127 expression in the lung and in ICOS expression in BAL fluid and lung (Figure S4 in Supplementary Material).

**Figure 3:**
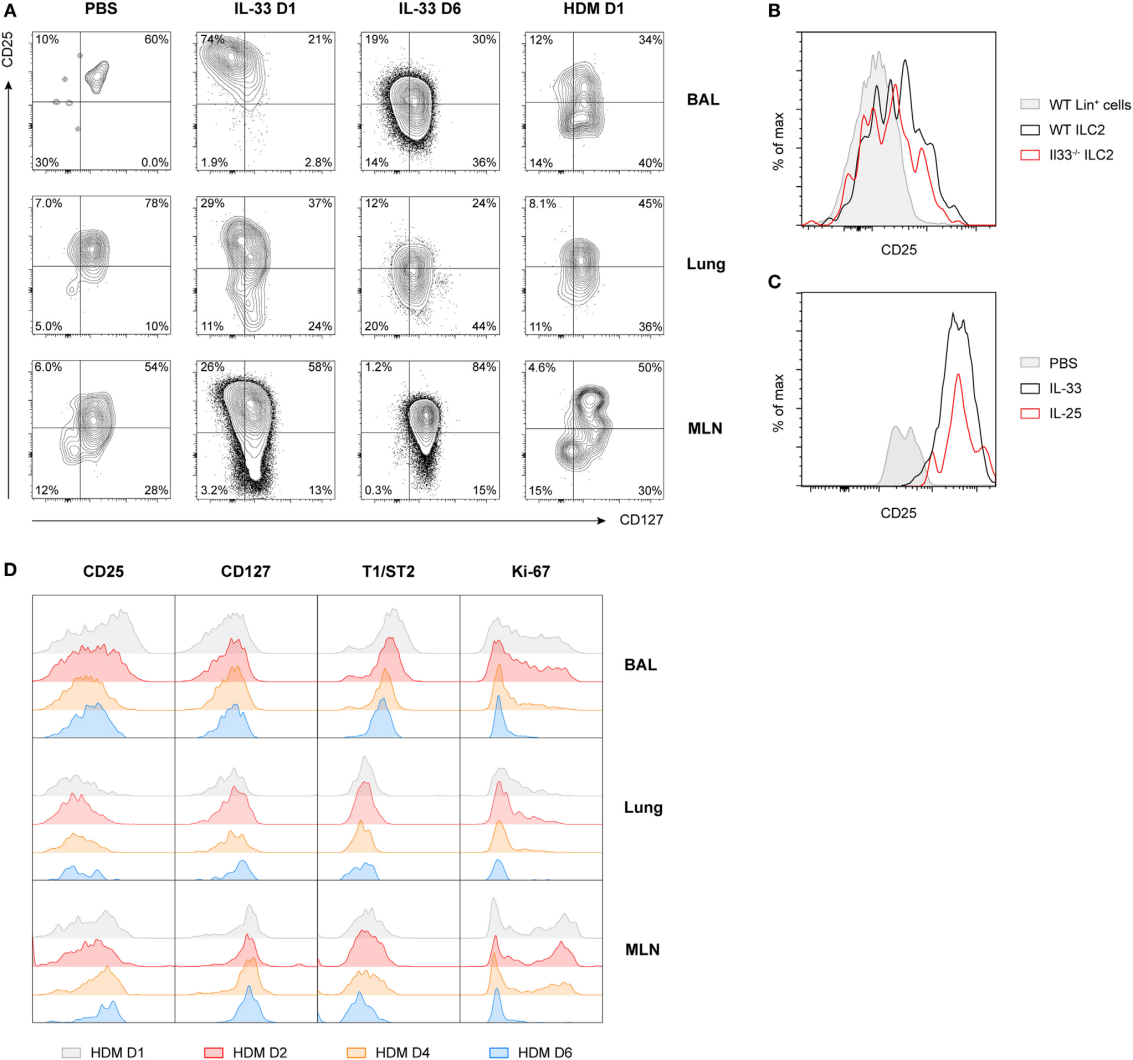
Expression of CD25 on group 2 innate lymphoid cells (ILC2s) is highly variable and time dependent. **(A)** Expression profiles of CD25 and CD127 on ILC2s from bronchoalveolar lavage (BAL) fluid, lung, and mediastinal lymph node (MLN) in PBS, IL-33 and house dust mite (HDM)-treated GATA3 IRES Reporter mice. **(B)** Flow cytometric analysis of CD25 expression on gated BAL fluid ILC2s in HDM-treated wild-type and *Il33^−/−^* mice, shown as histogram overlays, compared to control lineage marker positive cells. **(C)** Comparison of CD25 expression on gated BAL fluid ILC2s in PBS, IL-25, and IL-33-treated mice, shown as histogram overlays. **(D)** Expression profiles of CD25, CD127, T1/ST2, and Ki-67 over time on ILC2s from BAL fluid, lung, and MLN in HDM-treated mice. **(A–D)** Plots represent combined data using the concatenate option in FlowJo (*n* = 3–6), representative of two independent experiments.

Consistent with our previous finding that ILC2 induction in BAL fluid in HDM-driven allergic airway inflammation is IL-33 independent (22), we noticed that the absence of IL-33 in HDM-exposed *Il33^−/−^* mice did not change CD25 expression on ILC2s compared to wild-type control mice (Figure 3B). Stimulation of ILC2s with IL-25 also did not result in altered CD25 expression compared to IL-33-stimulated mice (Figure 3C). However, CD25 expression did decrease further over time in HDM-challenged mice, in particular in the BAL fluid, although not as drastically as the kinetics seen in IL-33-challenged mice. Consistent with this finding, T1/ST2 and Ki-67 were also downregulated over time, while CD127 expression remained relatively stable (Figure 3D). We confirmed these findings in wild-type mice and found that, as expected, GATIR mice did not significantly differ from wild-type counterparts in both surface marker expression of ILC2s (Figure S5A in Supplementary Material) or cytokine production (Figure S5B in Supplementary Material) in BAL fluid, lung, or MLN.

Taken together, these findings show that in BAL fluid IL-33-stimulated ILC2s had an almost uniform CD25^+^CD127^+^T1/ST2^+^ICOS^+^KLRG1^+^ phenotype, while HDM-induced ILC2s displayed a heterogeneous surface phenotype characterized by substantially lower levels of CD25, ICOS, and KLRG1. In both models of airway inflammation, ILC2s exhibited variable expression of many surface markers commonly used to identify ILC2s with substantial differences across tissues and dependent on the time of analysis, suggesting that the microenvironment and the stage of inflammation are important factors in determining ILC2 phenotype.

### Both CD25^high^ and CD25^low^ ILC2s Have the Capacity to Produce Type 2 Cytokines

Next, we used intracellular flow cytometry following *in vitro* stimulation with PMA and ionomycin for 4 h to determine the capacity of ILC2 to produce type 2 cytokines. Both CD25^high^ and CD25^low^ ILC2s present in BAL fluid from HDM-challenged mice had a similar capacity to produce IL-5, IL-13, and amphiregulin (Figures 4A,B). The proportions of the BAL fluid ILC2s that were IL-5^+^ and IL-13^+^ in HDM-driven inflammation were ~75 and ~55%, respectively, which was significantly lower than the proportions observed upon IL-33 exposure (~95 and ~85%, respectively) (17). We found marginal levels of IL-4 production (data not shown), but IL-17 production was detectable in both CD25^high^ and CD25^low^ ILC2s, albeit at low levels (Figures 4A,B). In these experiments, we did not detect expression of IFN-γ. IL-17^+^ ILC2s were more clearly visible after IL-33 stimulation and decreased quite rapidly together with amphiregulin, in contrast to IL-5 and IL-13, which remained highly expressed (Figure S6A in Supplementary Material). Importantly, all IL-17-producing ILC2s also secreted IL-5, hinting at functional plasticity (Figure S6B in Supplementary Material). As analyzed by Ki-67 expression, CD25^low^ ILC2s were slightly more proliferative than CD25^high^ ILC2s in BAL fluid, but not in lung or MLN (Figure 4C).

**Figure 4:**
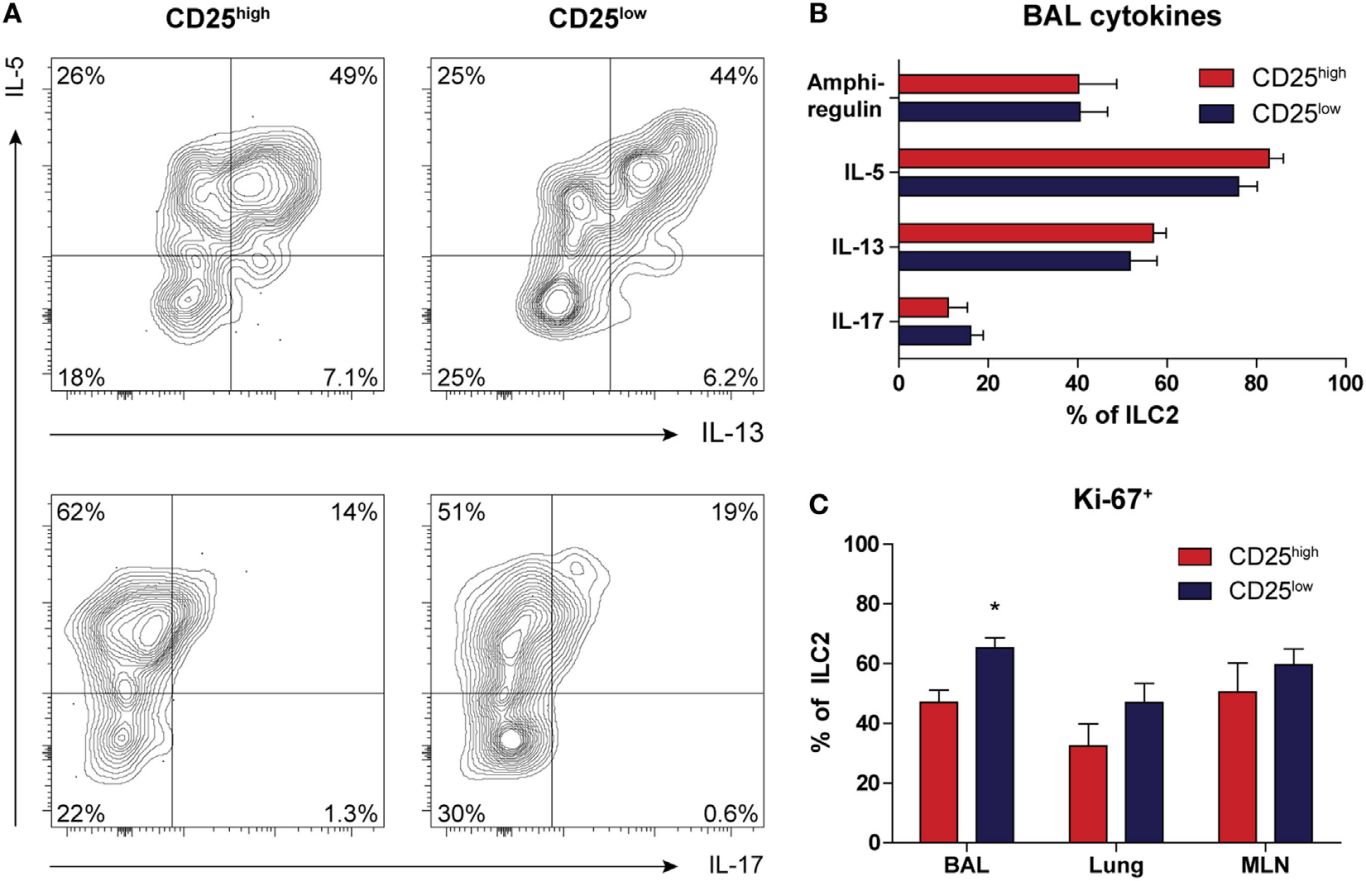
Both CD25^high^ and CD25^low^ group 2 innate lymphoid cells (ILC2s) in house dust mite (HDM)-driven airway inflammation have the capacity to produce type 2 cytokines. **(A)** Flow cytometric analysis of IL-5, IL-13, and IL-17 production in bronchoalveolar lavage (BAL) fluid by CD25^high^ and CD25^low^ ILC2s of HDM-treated mice. Plots represent combined data using the concatenate option in FlowJo (*n* = 6), representative of two independent experiments. **(B)** Proportions of cytokine producing ILC2s in the BAL fluid after HDM stimulation, stratified by CD25 expression. **(C)** Comparison of proliferative capacity between CD25^high^ and CD25^low^ ILC2s in BAL fluid, lung, and mediastinal lymph node (MLN) of mice after HDM treatment as indicated by Ki-67 expression. **(B,C)** Data are shown as mean + SEM of *n* = 6 mice per group of a single experiment and are representative of two independent experiments. *p ≤ 0.05 compared to CD25^high^ ILC2s unless otherwise indicated.

In summary, low surface expression of CD25 did not appear to impact the capacity of ILC2 to produce cytokines. In addition, a proportion of CD25^high^ and CD25^low^ ILC2s were able to secrete IL-5 and IL-17 simultaneously, suggesting a hybrid ILC2/ILC3 function.

### CD25^low^ ILC2s in HDM-Treated Mice Are Reversed to a CD25^high^ Phenotype upon Subsequent Stimulation with IL-33

Recent publications describing the plasticity and heterogeneity of ILC2s (32–35) prompted us to investigate the reversibility of the downregulation of CD25 on ILC2s as a result of HDM-induced allergic airway inflammation. GATIR mice were sensitized and challenged with HDM and subsequently treated with a single or double exposure to IL-33 (Figure 5A). Control mice were only treated with PBS. BAL fluid eosinophil, CD4^+^ T cell, and B cell counts were significantly elevated after HDM treatment and further exacerbated in a dose-dependent manner upon IL-33 exposure. ILC2 numbers did not increase with a single IL-33 treatment in HDM-exposed mice but required two consecutive IL-33 doses to expand (Figure 5B). However, CD25 expression on HDM-activated ILC2s was readily upregulated after a single IL-33 dose while numbers remained stable, indicating upregulation of CD25 expression on existing cells as opposed to influx or generation of new CD25^high^ ILC2s (Figure 5C). Other ILC2 activation markers, such as ICOS, KLRG1, and T1/ST2 were also upregulated, although less rapidly than CD25. Interestingly, the MFI values of CD117 and CD127 were initially decreased and returned to previously levels after a second IL-33 treatment, again highlighting the adaptability of ILC2 phenotype depending on the microenvironment (Figure 5C).

**Figure 5:**
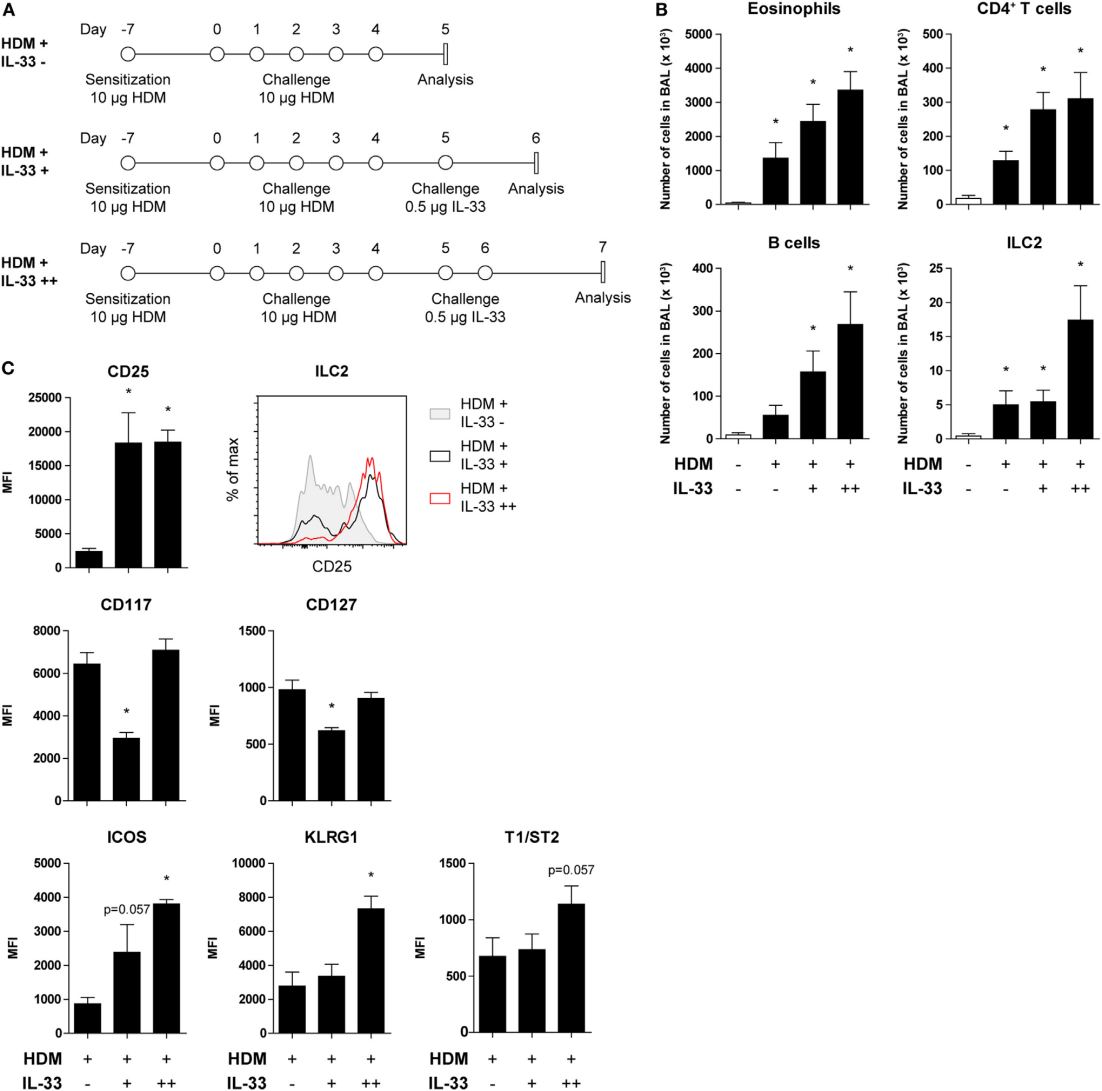
CD25 expression on house dust mite (HDM)-stimulated group 2 innate lymphoid cells (ILC2s) is restored by acute IL-33 exposure. **(A)** Schemes for administration of HDM with and without subsequent IL-33 exposure in GATA3 IRES Reporter mice. **(B)** Quantification of bronchoalveolar lavage (BAL) fluid eosinophils, CD4^+^ T cells, B cells, and ILC2s in animals treated with PBS, HDM alone or in combination with IL-33. **(C)** Surface marker expression profile of BAL fluid ILC2s. **(B,C)** Data are shown as mean + SEM of *n* = 4 mice per group of a single experiment. *p ≤ 0.05 compared to PBS control unless otherwise indicated. **(C)** Plot represents combined data using the concatenate option in FlowJo (*n* = 4).

### Chronic HDM Exposure Predominantly Induces CD25^low^ ILC2s, Which Substantially Contribute to Type 2 Cytokine Production in the Airways

Because ILC2s have been implicated in the maintenance of chronic asthma (53), we next investigated accumulation and phenotype of ILC2s in GATIR mice chronically exposed to HDM for a period of 5 weeks (Figure 6A). We have recently shown that chronic HDM exposure induces allergic airway inflammation, in addition to the formation of inducible bronchus-associated lymphoid tissue (iBALT) and tissue remodeling in the lungs (54). At day 4 after the final challenge, we detected an eosinophilic infiltrate in the BAL fluid, indicative of active inflammation (Figure 6B). Compared with our acute HDM-driven lung inflammation model, eosinophil numbers in BAL fluid were modest and the contribution of B cells was larger and in the same range as CD4^+^ T cells (Figure 6C). In comparison to PBS controls, the numbers of total ILC2s were significantly increased, of which the majority was CD25^low^ (Figure 6D) and both CD25^high^ and CD25^low^ populations of ILC2s in the BAL fluid expressed IL-5 and IL-13 (Figure 6E). Compared with the acute HDM-driven inflammation model, a more sizeable contribution of ILC2s to the total number of cytokine producing cells was observed in chronic HDM airway inflammation exposure, of which the CD25^low^ subset represented a larger proportion than the classic CD25^high^ subset (Figure 6F). Next, we investigated whether the longevity of CD25^high^ and CD25^low^ ILC2s was different in the resolution phase of chronic HDM-mediated allergic airway inflammation. We quantified CD25^high^ and CD25^low^ ILC2s at 3, 6, and 10 days after the last allergen challenge and found that total numbers of CD25^low^ ILC2s appeared to be more persistent than CD25^high^ ILC2s (Figure 6G).

**Figure 6:**
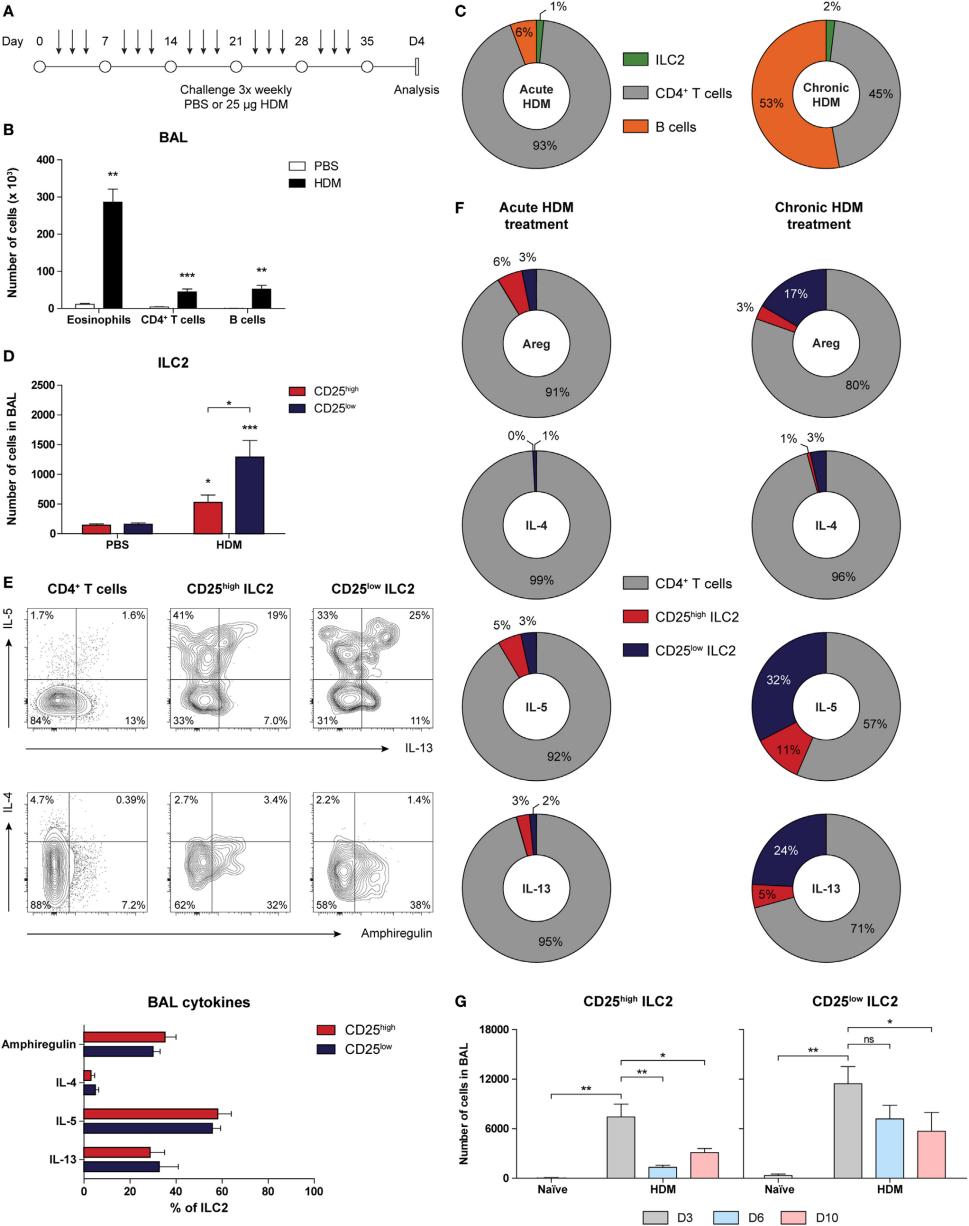
Group 2 innate lymphoid cells (ILC2s) with CD25^low^ phenotype are important cytokine producers in chronic house dust mite (HDM)-induced airway inflammation. **(A)** Scheme for intranasal HDM treatment of GATA3 IRES Reporter mice for induction of chronic allergic airway inflammation. **(B)** Quantification of eosinophils, CD4^+^ T cells, and B cells in the bronchoalveolar lavage (BAL) fluid of PBS and HDM-treated mice. **(C)** Relative contribution of CD4^+^ T cells, B cells, and ILC2s in the BAL fluid of acute and chronic HDM-treated mice. **(D)** Quantification of CD25^high^ and CD25^low^ ILC2s in the BAL fluid of PBS and HDM-treated mice. **(E)** Flow cytometric analysis and quantification of amphiregulin, IL-4, IL-5, and IL-13 production by CD4^+^ T cells, CD25^low^, and CD25^high^ ILC2s in the BAL fluid of HDM-treated mice. Plots represent combined data using the concatenate option in FlowJo (*n* = 7), representative of two independent experiments. **(F)** Relative contribution of CD4^+^ T cells, CD25^low^, and CD25^high^ ILC2s to the total number of amphiregulin (areg), IL-4, IL-5, and IL-13 producing cells in the BAL fluid of acute and chronic HDM-treated mice. **(G)** Numbers of CD25^high^ and CD25^low^ ILC2s in the BAL fluid after chronic HDM exposure at days 3, 6, and 10 after the final challenge. **(B,D,E,G)** Data are shown as mean + SEM of *n* = 5–7 mice per group of a single experiment and are representative of two independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 compared to PBS control unless otherwise indicated.

Taken together, these findings show that ILC2s that are present in chronic HDM-driven allergic airway inflammation are prominent producers of IL-5 and IL-13 and have a CD25^low^ phenotype, particularly in the resolution phase of inflammation.

### Transcriptome Profiling Indicates That Acutely Activated ILC2s Are Functionally Different from ILC2s in Chronic Airway Inflammation

As outlined above, we found that the rapid and robust activation of ILC2s by IL-33 induces high levels of type 2 cytokine production by these cells (17) and an almost uniform CD25^+^CD127^+^T1/ST2^+^ ICOS^+^KLRG1^+^ phenotype. In contrast, CD25^low^ ILC2s, exhibiting lower surface expression of T1/ST2, ICOS, and KLRG1 and a more modest cytokine production capacity, dominated in our chronic HDM airway inflammation model.

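The 4 libraries of BAL fluid ILC2s were compared, 2 from mice given IL-33, an alarmin cytokine that activates ILC2s directly, and 2 from mice given chronic HDM, an extract of house dust mites. IL-33 was given 3 times at 0.5 µg per dose, and HDM 3 times a week for 5 weeks at 25 µg per dose, with cells taken 1 day after the final challenge. Cells were sorted as Lineage-Sca-1+YFP+ from GATIR mice, which carry a YFP reporter in the 3′ untranslated region of *Gata3*, and the lineage antibodies included CD11b and CD11c. The sample labels describe the IL-33 mice as homozygous and the HDM mice as heterozygous for the reporter, and call the populations CD25 high and CD25 low, whereas the paper's methods state that only homozygous mice were used and describe no CD25 gate for this sort. The text does not say how many mice each library holds or whether the libraries of a group came from separate mice, so p-values measure only the spread between these libraries, which may be technical. Libraries were made with Smart-seq2, which amplifies full-length cDNA by PCR without molecular identifiers, so floors given for undetected genes cover counting error only. The authors aligned single 51-bp reads to mm10 with HISAT2 (version 2.0.4 in the submitters' processing notes) and, as the file headers show, counted reads over the exons of one RefSeq transcript per gene with HOMER, giving RPKM for 24537 genes. In each library, 99.8% to 100% of the values worth 20 reads or fewer lay within 0.1 of a whole number of reads, which gave the depth. The IL-33 libraries held 12054785 and 10696038 reads in genes, and the chronic HDM libraries 16092308 and 15650731. Reads of 45S ribosomal RNA made up 4.95% and 3.45% of these after IL-33 and 17.4% and 25.4% after chronic HDM. At least 1 read was found for 13102 and 12895 genes after IL-33 and for 10675 and 12134 genes after chronic HDM. Across genes, which are not independent replicates, the IL-33 libraries correlated at r = 0.975 and the chronic HDM libraries at r = 0.825. The 9523 genes with a mean of at least 2 RPKM over the 4 libraries were tested with limma on log2(RPKM + 1), a scale that understates the change of low genes, at an adjusted p under 0.01 and a log2 fold change over 1 in either direction. Positive log2 fold changes stand for higher values after IL-33. With 2 libraries against 2, a two-sided exact permutation test of a single gene cannot give a p under 0.33. In data simulated with a single spread per group for all genes, this test recovered 79.1% of genes changed by 4 on the log2 scale and 5% of those changed by 2, with no false call. Spread that differs from gene to gene was not simulated.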

To explore differences between acutely and chronically activated ILC2 populations in an unbiased and comprehensive fashion, we FACS-sorted BAL fluid ILC2s from GATIR mice 1 day after the final challenge following IL-33 or chronic HDM exposure, respectively, and analyzed gene expression in these cell fractions by RNA-Seq. We identified a total number of 1,623 differentially expressed genes, of which 915 were upregulated in IL-33-stimulated ILC2s and 708 in chronic HDM-stimulated ILC2s. Indeed, we found that the most significantly upregulated gene in IL-33-stimulated ILC2s was *Il2ra* encoding CD25 (Figure 7A), confirming our flow cytometry data. 

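Of the 9523 genes tested, 267 were higher in IL-33-stimulated ILC2s and 51 in chronic HDM-stimulated ILC2s, so that 84.0% of the 318 genes called were higher after IL-33. On the log2(RPKM + 1) scale, on which the added 1 shrinks the change of genes near 0 RPKM, the largest change after IL-33 was that of *Tnfrsf8*, which encodes the TNF receptor family member CD30, at 236 ± 31.6 RPKM (SD, n = 2) after IL-33 and 1.49 ± 1.47 RPKM (SD, n = 2) after chronic HDM (log2 fold change 6.70, standard error 0.48, adjusted p = 0.00665 from limma). Of the 10 called genes with the largest change on this scale after IL-33 among those above 10 RPKM, *Cdc20*, *Ccnb2*, *Ube2c*, *Birc5*, *Aurkb*, *Plk1* and *Tpx2* act in mitosis. *Cdc20*, an activator of the anaphase-promoting complex, was at 89.0 ± 1.01 RPKM (SD, n = 2) after IL-33 and no reads in either chronic HDM library, which is at least 988-fold higher against a floor of 3 reads per library (adjusted p = 0.00497 from limma). The genes *Ccnb2*, *Plk1* and *Ube2c*, also without reads in both chronic HDM libraries, were at least 835-fold, 685-fold and 410.3-fold higher. *Birc5* (survivin) was at 132 ± 10.6 against 1.58 ± 2.23 RPKM, *Aurkb* at 61.9 ± 14.7 against 0.0140 ± 0.0198 RPKM and *Tpx2* at 42.2 ± 4.35 against 0.00650 ± 0.00919 RPKM (means ± SD after IL-33 and after chronic HDM). *Mcpt8*, a protease known from basophils, and *Aunip* complete the 10, at 42.5 ± 4.67 and 42.1 ± 11.3 RPKM after IL-33 with no reads after chronic HDM (at least 222-fold and 333-fold higher). Among called genes other than small nucleolar RNAs and microRNAs, the largest change after chronic HDM on the same scale was that of *Snhg9*, a host gene of a small nucleolar RNA, at 0.211 ± 0.298 RPKM (SD, n = 2) after IL-33 and 35.0 ± 7.84 RPKM (SD, n = 2) after chronic HDM (log2 fold change -4.90, standard error 0.44, adjusted p = 0.00687 from limma). Next among these called genes came *Phf1* (-4.11), *Rgs2*, *Osbpl5* (-3.88), the proteoglycan gene *Sdc4* (-3.83), the linker histone gene *Hist1h1c* (-3.72), the retinoic acid receptor gene *Rarg* (-3.71), *Gata3*, the gut-homing chemokine receptor gene *Ccr9* (-3.52) and *Kit*, in that order of log2 fold change. Among all genes tested, 6205 (65.2%) had libraries that did not overlap between the groups, against 33.3% by chance. The median log2 fold change of all genes tested was 0.28, which median-of-ratios scaling moved by -0.21 and quantile normalization by -0.29. These scalings called 85 and 40 genes (68.0% higher after IL-33) and 148 and 119 genes (55.4%). No gene was called when 0.1 was added in place of 1, or with no minimum RPKM. The same held for limma without its intensity trend and for limma-voom on recovered reads, so every call ends under each of these settings. When 1 library was left out, its partner was assumed to vary like the other group. The SD of the log2 difference within a pair was 0.434 after IL-33 and 1.13 after chronic HDM. Calls without 1 library therefore depend on which pair gives the spread, and cannot decide whether a call rests on the omitted library. The 267 and 51 called genes kept their direction in each of these fits.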

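*Il2ra* lies on chromosome 2, 11642792 to 11693194 of mm10, and its exons held 404 ± 39.8 RPKM (SD, n = 2) after IL-33 and 24.8 ± 3.98 RPKM (SD, n = 2) after chronic HDM. This is a log2 fold change of 3.98 (standard error 0.22, adjusted p = 0.00497 from limma), the smallest adjusted p, at which 11 genes tied. By unadjusted p *Il2ra* ranked 4 among genes higher after IL-33, and the tubulin-binding gene *Stmn1* ranked first. The sample labels call the IL-33 cells CD25 high and the chronic HDM cells CD25 low. If CD25 was gated in the sort, the test of *Il2ra*, which encodes CD25, cannot separate the stimulus from the gate. Of the 8 surface markers stained on ILC2s by flow cytometry, 1 was higher after IL-33, 2 higher after chronic HDM and 5 did not pass the test (1 and 3 passed when adjusted over the list alone). *Kit*, encoding CD117, was at 14.6 ± 8.02 RPKM (SD, n = 2) after IL-33 and 157 ± 7.40 RPKM (SD, n = 2) after chronic HDM (log2 fold change -3.44, standard error 0.40, adjusted p = 0.00867 from limma). *Il1rl1*, encoding T1/ST2, was at 78.6 ± 1.83 RPKM (SD, n = 2) after IL-33 and 211 ± 8.43 RPKM (SD, n = 2) after chronic HDM (log2 fold change -1.41, standard error 0.18, adjusted p = 0.00994 from limma). Both were higher after chronic HDM. For T1/ST2 the RNA runs opposite to the surface protein, which the paper reports as lower on HDM-activated than on IL-33-stimulated BAL fluid ILC2s. For CD117 the paper describes only modest effects of IL-33 on the surface level. *Il7r*, encoding CD127, was at 70.3 ± 9.94 RPKM (SD, n = 2) after IL-33 and 185 ± 33.1 RPKM (SD, n = 2) after chronic HDM (adjusted p = 0.0165) and did not pass the threshold. *Klrg1* was at 306 ± 32.2 against 190.5 ± 19.6 RPKM (means ± SD after IL-33 and after chronic HDM, adjusted p = 0.0514) and *Icos* at 81.8 ± 10.1 against 57.0 ± 7.39 RPKM (adjusted p = 0.168). *Thy1*, encoding CD90, was at 35.4 ± 4.74 against 44.3 ± 13.3 RPKM (adjusted p = 0.533) and *Ly6a*, encoding Sca-1, at 1040.4 ± 16.6 against 792 ± 272 RPKM (adjusted p = 0.260). None of these was called. *Gata3*, the transcription factor that carries the reporter of the sort, was at 16.9 ± 2.83 RPKM (SD, n = 2) after IL-33 and 206 ± 15.2 RPKM (SD, n = 2) after chronic HDM (log2 fold change -3.54, standard error 0.23, adjusted p = 0.00665 from limma). Of the 31 genes listed for ILC2 identity, 1 was higher after IL-33, 3 higher after chronic HDM and 27 did not pass the test (5 and 7 passed when adjusted over the list alone). The list as a whole lay lower after IL-33 (median log2 fold change -0.29, adjusted p = 0.0225 from camera, adjusted p = 0.481 with an estimated correlation and 0.0586 without chronic HDM replicate 2). Its called members besides *Gata3* and *Il1rl1* were *Il2rg*, the common cytokine receptor chain, at a log2 fold change of 1.79, and *Ramp1*, a receptor component for calcitonin gene-related peptide, at -1.72. Of 27 genes of the IL-2 and STAT5 response, 5 were higher after IL-33, 1 higher after chronic HDM and 21 did not pass the test (9 and 2 passed when adjusted over the list alone). The list did not pass with camera (median 0.49, adjusted p = 0.509), and its members were enriched among genes higher after IL-33 (odds ratio 8.01, adjusted p = 0.00437 from Fisher's exact test). Its called members include *Il2ra*, to which the limit of the CD25 labels applies. The kinase gene *Pim2* was among them as well, at 286 ± 0.658 against 81.7 ± 17.0 RPKM. Over the 18 alternatives, the log2 fold change of *Il2ra* ran from 3.51 to 4.13. Among the fits with all 4 libraries, *Il2ra* was not called at a pseudocount of 0.1, with no minimum, without the trend or with limma-voom. The median of the surface markers, 0.07, turns below 0 under each of 3 other scalings, and its mean (-0.11) lies below 0 (adjusted p = 0.462 from camera). By Fisher's exact test the surface markers were enriched among genes higher after chronic HDM, through 2 genes (adjusted p = 0.00559).

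**Figure D1:**
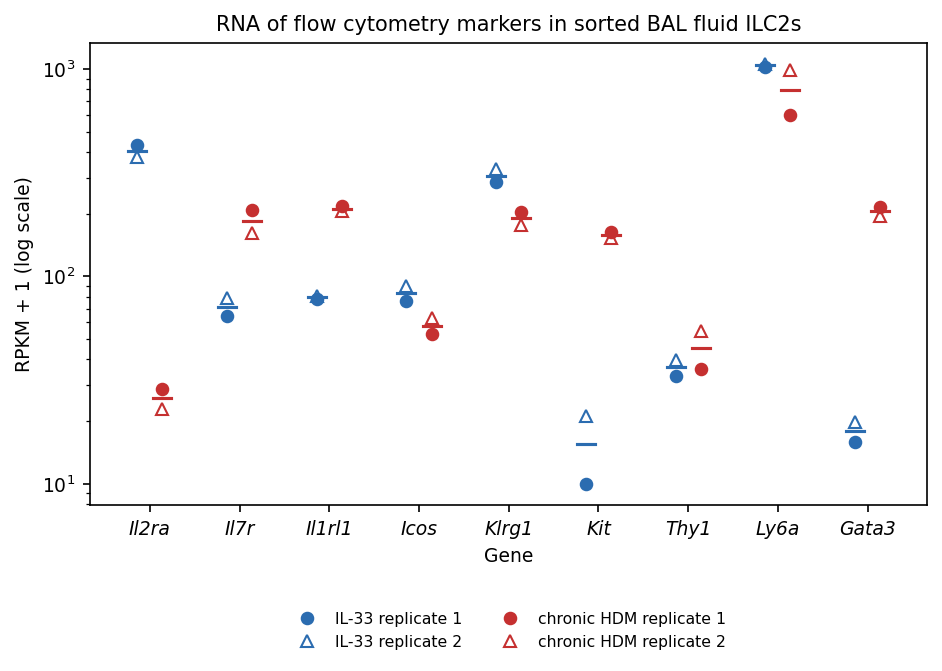
RPKM + 1, on a log axis, of 9 genes for flow cytometry markers in BAL fluid ILC2s, with a point for each of the 4 libraries and a line at each group mean of 2 libraries. *Il2ra* lies higher after IL-33 (432 and 376 RPKM against 27.6 and 22.0), and *Kit*, *Il1rl1* and *Gata3* lie higher after chronic HDM.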

Pathway analysis of these genes indicated that processes related to cell proliferation and division (*Cenpe, Top2a, Ccnd2*) are highly active after IL-33 stimulation (Figures 7A,B). In contrast, HDM-exposed ILC2s showed a transcriptional signature associated with regulation of the immune system and immune cell activation, including “innate immune system” genes, such as *Cd33, Ccr2, Ctsd, and Ctss* (encoding Cathepsins D and S) and *Csf2* (encoding GM-CSF) (Figure 7C). 

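Of 76 genes of the cell cycle and mitosis, 33 were higher after IL-33, 0 higher after chronic HDM and 43 did not pass the test (66 and 0 passed when adjusted over the list alone). Their median log2 fold change was 3.77 (4.40 with the 25 members that had no reads in both chronic HDM libraries set at their lower bound), with an adjusted p of 1.1e-23 from camera at a preset correlation of 0.01 and an adjusted p of 0.260 with an estimated correlation. For this and every other list, the test with an estimated correlation has few residual degrees of freedom with 4 libraries. *Cenpe* encodes a kinetochore motor and lies on chromosome 3, 135212563 to 135273540 of mm10. *Cenpe* RNA was at 13.9 ± 1.01 RPKM (SD, n = 2) after IL-33 and no reads in either chronic HDM library, at least 678-fold higher (adjusted p = 0.00906 from limma). *Top2a* encodes a DNA topoisomerase of dividing cells (chromosome 11, 98992947 to 99024189). *Top2a* RNA was at 84.2 ± 2.60 RPKM (SD, n = 2) after IL-33 and 2.00 ± 0.859 RPKM (SD, n = 2) after chronic HDM (log2 fold change 4.86, standard error 0.35, adjusted p = 0.00665 from limma). *Ccnd2* encodes cyclin D2 (chromosome 6, 127125709 to 127151048). *Ccnd2* RNA was at 344 ± 18.8 RPKM (SD, n = 2) after IL-33 and 75.3 ± 9.77 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.18, standard error 0.19, adjusted p = 0.00687 from limma). *Mki67*, encoding the proliferation marker Ki-67, was at 29.8 ± 1.69 RPKM (SD, n = 2) after IL-33 and 0.376 ± 0.531 RPKM (SD, n = 2) after chronic HDM (adjusted p = 0.00718 from limma). Of 62 genes of DNA replication, 17 were higher after IL-33, 0 higher after chronic HDM and 45 did not pass the test (43 and 0 passed when adjusted over the list alone). Their median was 2.51 (2.58 with the 8 members without reads after chronic HDM at their bound, adjusted p = 1.2e-16 from camera, adjusted p = 0.248 with an estimated correlation). They include *Rrm2*, a subunit of ribonucleotide reductase, at 243 ± 2.75 against 8.18 ± 2.16 RPKM and the replication factor *Gins2* at 50.1 ± 1.05 against 1.17 ± 0.984 RPKM. Lists of cell growth had smaller changes. Of 45 genes of ribosome biogenesis and MYC targets, 7 were higher after IL-33, 0 higher after chronic HDM and 38 did not pass the test (26 and 0 passed when adjusted over the list alone). Among them were *Srm* (2.59), *Cirh1a* (2.19), *Polr1c* (2.05) and *Cct5* (1.88, all log2 fold changes). Of 25 genes of glycolysis, 5 were higher after IL-33, 0 higher after chronic HDM and 20 did not pass the test (9 and 0 passed when adjusted over the list alone). *Eno1* was at 2.19, *Pkm* at 2.15, *Pfkp* at 2.01 and *Ldha* at 1.61. Of 41 genes of endoplasmic reticulum stress and secretion, 6 were higher after IL-33, 0 higher after chronic HDM and 35 did not pass the test (21 and 0 passed when adjusted over the list alone). They were led by the asparagine synthetase gene *Asns* at 4.00 and include the chaperone gene *Hspa5* at 1.96, *Sdf2l1* at 1.92 and *Sec61a1* at 1.72. Of 55 genes of oxidative phosphorylation, 4 were higher after IL-33, 0 higher after chronic HDM and 51 did not pass the test (18 and 0 passed when adjusted over the list alone). The called ones include *Ndufa9* (2.03), *Atp5g1* (1.68) and *Atp5o* (1.37). The adjusted p of these lists from camera were 5.9e-10, 3.5e-04, 2.8e-06 and 0.00127 in that order, and with an estimated correlation the adjusted p were 0.260, 0.260, 0.260 and 0.701. Of 60 ribosomal protein genes, 1 was higher after IL-33, 1 higher after chronic HDM and 58 did not pass the test (1 and 5 passed when adjusted over the list alone). The called ones were *Rps28* (-2.82, uncertain because its copies elsewhere in the genome may share reads) and *Rpl4* (1.17). The 33 called cell cycle genes became 17 under median-of-ratios scaling. Fits without 1 library cannot decide their number, because the spread then comes from the other group's pair.

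**Figure D2:**
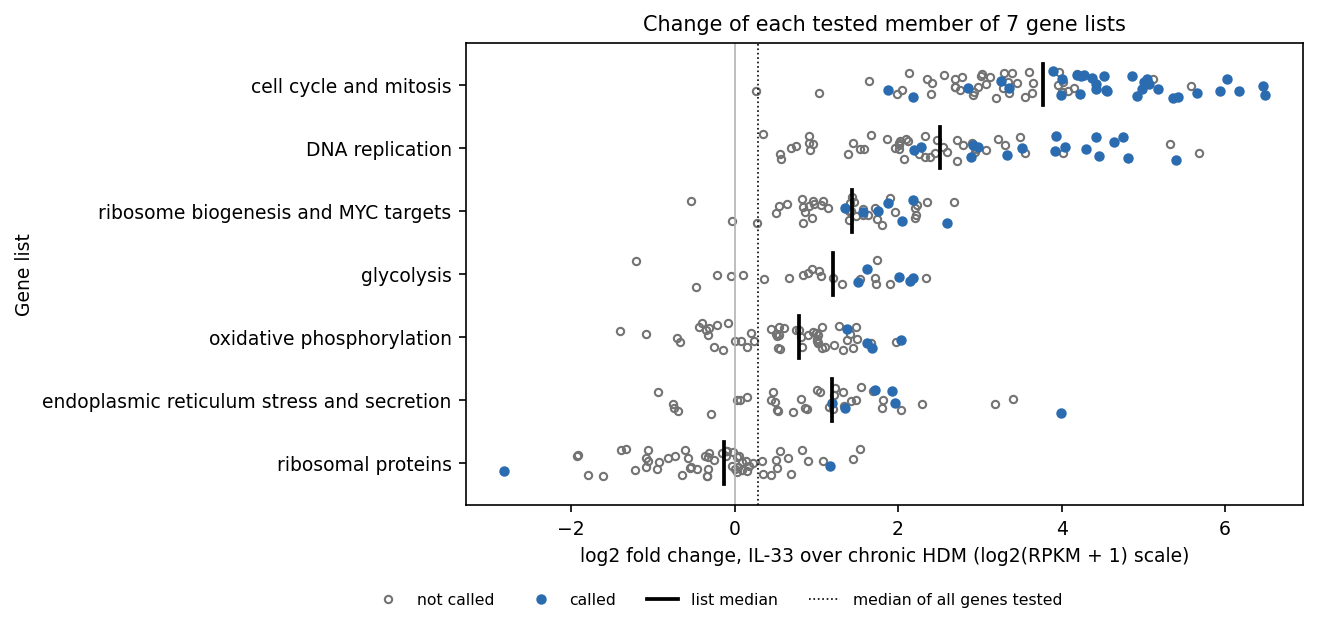
Log2 fold change (IL-33 over chronic HDM, on the log2(RPKM + 1) scale) of each tested member of 7 gene lists, with filled points for called genes, a bar at each list's median and a dotted line at the median of all genes tested (0.28). The cell cycle list has the highest median (3.77) and the ribosomal proteins the lowest (-0.13).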

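The 5 innate immune genes *Cd33*, *Ccr2*, *Ctsd*, *Ctss* and *Csf2* had higher values in both chronic HDM libraries than in both IL-33 libraries, and none passed the adjusted p of 0.01. *Cd33* encodes a sialic acid-binding receptor of myeloid cells and lies on chromosome 7, 43527456 to 43533171 of mm10. Its level was 0.200 ± 0.283 RPKM (SD, n = 2) after IL-33 and 7.88 ± 1.56 RPKM (SD, n = 2) after chronic HDM (log2 fold change -2.90, standard error 0.52, adjusted p = 0.0199 from limma). *Ccr2* encodes a receptor for monocyte-attracting chemokines (chromosome 9, 124102183 to 124109140). *Ccr2* RNA was at 39.9 ± 5.14 RPKM (SD, n = 2) after IL-33 and 119 ± 43.4 RPKM (SD, n = 2) after chronic HDM (log2 fold change -1.52, standard error 0.31, adjusted p = 0.0278 from limma). *Ctsd* (chromosome 7, 142375916 to 142387870) and *Ctss* (chromosome 3, 95526786 to 95556405) encode lysosomal proteases. They were at 349 ± 50.6 against 786 ± 311 RPKM (adjusted p = 0.0526) and 124 ± 32.3 against 408 ± 236 RPKM (adjusted p = 0.0563, means ± SD after IL-33 and after chronic HDM). *Csf2*, encoding GM-CSF, lies on chromosome 11, 54247270 to 54249899. *Csf2* RNA was at 0.910 ± 0.237 RPKM (SD, n = 2) after IL-33 and 8.45 ± 1.02 RPKM (SD, n = 2) after chronic HDM (log2 fold change -2.31, standard error 0.46, adjusted p = 0.0255 from limma). Of 32 genes of innate receptors and signaling, 1 was higher after IL-33, 1 higher after chronic HDM and 30 did not pass the test (1 and 1 passed when adjusted over the list alone). The called genes were *Irf7*, a transcription factor of the interferon response, at 16.4 ± 4.91 RPKM (SD, n = 2) after IL-33 and 106 ± 16.3 RPKM (SD, n = 2) after chronic HDM (log2 fold change -2.64, standard error 0.30, adjusted p = 0.00844 from limma), and *Tmem173*, encoding STING, at 159.8 ± 7.25 RPKM (SD, n = 2) after IL-33 and 35.9 ± 10.5 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.15, standard error 0.27, adjusted p = 0.00987). The list as a whole lay higher after chronic HDM (median -0.59, adjusted p = 0.0144 from camera), with an adjusted p of 0.504 with an estimated correlation and 0.252 (median -0.24) without chronic HDM replicate 2. Of 42 genes of the lysosome and cathepsins, 1 was higher after IL-33, 0 higher after chronic HDM and 41 did not pass the test (1 and 0 passed when adjusted over the list alone). That list did not pass (median -0.22, adjusted p = 0.167 from camera), except under quantile normalization (0.0208) and without chronic HDM replicate 1 (0.0315), higher after chronic HDM in both. Its called gene was *Glb1*, encoding beta-galactosidase, at 149.6 ± 9.50 against 27.0 ± 2.24 RPKM. Markers of macrophages, cells that the CD11b and CD11c antibodies of the sort would remove, moved in the same direction. Of 23 such markers, 0 were higher after IL-33, 0 higher after chronic HDM and 23 did not pass the test (0 and 2 passed when adjusted over the list alone). The median of these markers was -1.82 (adjusted p = 2.7e-06 from camera, adjusted p = 0.504 with an estimated correlation). Without chronic HDM replicate 2 it was -0.40 (adjusted p = 0.0586), and without IL-33 replicate 2 it was -1.15. *Lyz2*, encoding lysozyme, had 70.2 and 17.2 RPKM in the IL-33 libraries and 933 and 2259 RPKM in the chronic HDM libraries (replicates 1 and 2), and *Chil3*, encoding Ym1, 1155 and 261 RPKM and 2144 and 6162 RPKM in the same order. *Ctss* had 147 and 101 RPKM in the IL-33 libraries and 242 and 575 RPKM in the chronic HDM libraries (replicates 1 and 2).

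**Figure D3:**
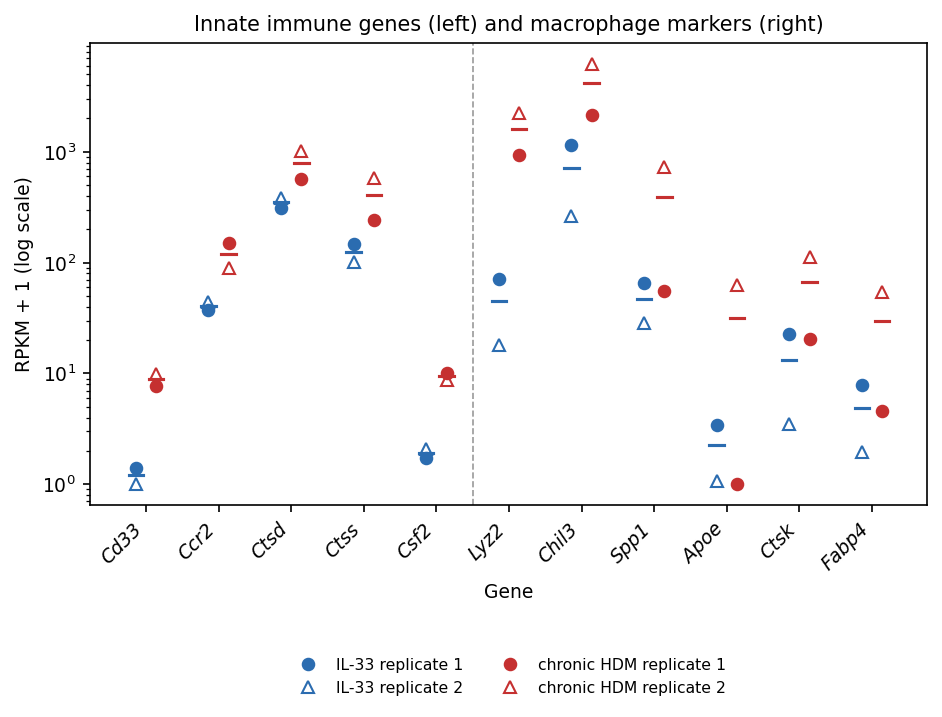
RPKM + 1, on a log axis, of 5 innate immune genes and 6 macrophage markers, with a point for each of the 4 libraries and a line at each group mean of 2 libraries. *Spp1* (53.9 and 732 RPKM after chronic HDM), *Apoe* (0 and 61.7) and *Fabp4* (3.60 and 53.6) lie highest in chronic HDM replicate 2.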

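*Flt3l* encodes a growth factor for dendritic cells and lies on chromosome 7, 45131189 to 45136432 of mm10. *Flt3l* RNA was at 42.9 ± 2.73 RPKM (SD, n = 2) after IL-33 and 81.7 ± 19.1 RPKM (SD, n = 2) after chronic HDM (log2 fold change -0.89, standard error 0.26, adjusted p = 0.0631 from limma). *Icosl* encodes the ligand of ICOS (chromosome 10, 78069368 to 78079525). *Icosl* RNA was at 5.78 ± 1.53 RPKM (SD, n = 2) after IL-33 and 27.9 ± 4.66 RPKM (SD, n = 2) after chronic HDM (log2 fold change -2.10, standard error 0.36, adjusted p = 0.0179 from limma). *Cd274* encodes the inhibitory ligand PD-L1 (chromosome 19, 29367438 to 29388094). *Cd274* RNA was at 5.47 ± 0.142 RPKM (SD, n = 2) after IL-33 and 16.8 ± 1.71 RPKM (SD, n = 2) after chronic HDM (log2 fold change -1.46, standard error 0.34, adjusted p = 0.0391 from limma). *Cxcl10* encodes a chemokine that attracts T cells (chromosome 5, 92346639 to 92348889). *Cxcl10* RNA was at 1.58 ± 0.850 RPKM (SD, n = 2) after IL-33 and 18.4 ± 2.74 RPKM (SD, n = 2) after chronic HDM (log2 fold change -2.94, standard error 0.45, adjusted p = 0.0135 from limma). *Ccl6* encodes a chemokine of myeloid cells (chromosome 11, 83587886 to 83593087). *Ccl6* had 38.5 and 7.80 RPKM in the IL-33 libraries and 65.8 and 216 RPKM in the chronic HDM libraries (replicates 1 and 2) (log2 fold change -2.69, standard error 0.86, adjusted p = 0.0824 from limma). In both groups the library with more *Ccl6* was the library with more of the macrophage gene *Lyz2*. None of the 5 genes passed the adjusted p of 0.01, and for each of them both chronic HDM libraries lay above both IL-33 libraries. Of 20 genes of T and B cell co-signaling, 1 was higher after IL-33, 0 higher after chronic HDM and 19 did not pass the test (4 and 2 passed when adjusted over the list alone). Their list did not pass (median -0.28, adjusted p = 0.148 from camera). The list median was -0.45 without chronic HDM replicate 1 and -0.96 without chronic HDM replicate 2. It was -0.41 without IL-33 replicate 1 and -0.19 without IL-33 replicate 2. The called gene was *Tnfsf8*, encoding the CD30 ligand, at 71.3 ± 0.956 RPKM (SD, n = 2) after IL-33 and 10.7 ± 0.486 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.63, standard error 0.25, adjusted p = 0.00687 from limma). *Cd86*, a ligand of CD28 and CTLA-4, was at 1.52 ± 1.05 against 7.60 ± 0.0438 RPKM (adjusted p = 0.0595) and did not pass. Of 14 chemokine genes, none passed in either direction, also when adjusted over the list alone (median -0.30, adjusted p = 0.241 from camera). The chemokine list gave an adjusted p of 0.00322 without chronic HDM replicate 1 and 0.662, in the other direction, without chronic HDM replicate 2. Its other highly expressed member, *Ccl1*, was at 30.4 ± 2.32 against 21.2 ± 4.04 RPKM (adjusted p = 0.251).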

Interestingly, chronic HDM exposure generated ILC2s with increased expression of genes implicated in the modulation of T cell activity (*Flt3l, Icosl, Pdl1*) and chemo-attraction of T and B cells (*Ccl6, Cxcl10*) (Figure 7D). Single nucleotide polymorphisms in *Rgs2*, and IRF5 activity have been associated with asthma (55, 56) and our data highlighted upregulated transcription of these genes in HDM-stimulated ILC2s (Figures 7A,D). 

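*Rgs2*, encoding a regulator of G protein signaling, lies on chromosome 1, 143999338 to 144004149 of mm10 and had the smallest p of all genes higher after chronic HDM. It was at 28.4 ± 4.92 RPKM (SD, n = 2) after IL-33 and 443 ± 6.57 RPKM (SD, n = 2) after chronic HDM (log2 fold change -3.92, standard error 0.21, adjusted p = 0.00497 from limma). Over the 18 alternatives its log2 fold change ran from -4.30 to -3.75. Among the fits with all 4 libraries, *Rgs2* was not called at a pseudocount of 0.1, with no minimum, without the trend or with limma-voom. *Irf5* encodes an interferon regulatory factor (chromosome 6, 29526625 to 29537320). *Irf5* RNA was at 17.4 ± 1.01 RPKM (SD, n = 2) after IL-33 and 44.2 ± 15.4 RPKM (SD, n = 2) after chronic HDM (log2 fold change -1.25, standard error 0.33, adjusted p = 0.0532 from limma) and did not pass the threshold. The libraries of both groups did not overlap for either gene. *Rgs2* is also an immediate early gene, a class induced within minutes of cell stimulation. Of 33 genes of that class, 0 were higher after IL-33, 6 higher after chronic HDM and 27 did not pass the test (2 and 9 passed when adjusted over the list alone). The class had a median of -0.91 (adjusted p = 2.0e-07 from camera, adjusted p = 0.260 with an estimated correlation). The phosphatase gene *Dusp1* was at 31.8 ± 11.6 against 314 ± 55.2 RPKM, *Fos* at 30.6 ± 14.0 against 228 ± 5.92 RPKM and *Jun* at 15.5 ± 0.251 against 111 ± 32.4 RPKM (means ± SD of 2 libraries after IL-33 and after chronic HDM), at log2 fold changes of -3.30, -2.93 and -2.72.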

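*Il5* encodes the growth factor of eosinophils and lies on chromosome 11, 53720794 to 53725103 of mm10. *Il5* RNA was at 682 ± 79.0 RPKM (SD, n = 2) after IL-33 and 148 ± 4.26 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.20, standard error 0.16, adjusted p = 0.00665 from limma). *Il13*, which drives mucus production, lies near it (chromosome 11, 53631323 to 53634702). *Il13* RNA was at 81.6 ± 7.1 RPKM (SD, n = 2) after IL-33 and 17.2 ± 6.71 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.23, standard error 0.33, adjusted p = 0.0132 from limma) and did not pass the threshold. *Il9* encodes a mast cell growth factor (chromosome 13, 56479277 to 56482246). *Il9* RNA was at 20.1 ± 5.01 RPKM (SD, n = 2) after IL-33 and no reads in either chronic HDM library, at least 66.7-fold higher (adjusted p = 0.00723 from limma). The other cytokines of the flow cytometry did not pass: *Il4* was at 35.2 ± 10.2 against 28.1 ± 0.564 RPKM (adjusted p = 0.530) and *Areg*, encoding amphiregulin, at 9.60 ± 2.70 against 26.7 ± 3.01 RPKM (adjusted p = 0.0419, means ± SD after IL-33 and after chronic HDM). Of 21 genes of cytokines and effector molecules, 2 were higher after IL-33, 1 higher after chronic HDM and 18 did not pass the test (5 and 2 passed when adjusted over the list alone). The gene higher after chronic HDM was *Ltb*, encoding lymphotoxin beta, at 184 ± 13.8 RPKM (SD, n = 2) after IL-33 and 591 ± 101 RPKM (SD, n = 2) after chronic HDM (log2 fold change -1.67, standard error 0.19, adjusted p = 0.00795 from limma). The list as a whole did not pass (median 0.06, which falls below 0 under 3 other scalings, adjusted p = 0.526 from camera). *Ccr4* encodes a receptor for the chemokines CCL17 and CCL22 (chromosome 9, 114490316 to 114496544). *Ccr4* RNA was at 59.7 ± 0.122 RPKM (SD, n = 2) after IL-33 and 4.21 ± 1.40 RPKM (SD, n = 2) after chronic HDM (log2 fold change 3.57, standard error 0.34, adjusted p = 0.00687 from limma). *Ccr7* encodes a receptor for homing to lymph nodes (chromosome 11, 99144199 to 99155077). *Ccr7* RNA was at 209 ± 2.43 RPKM (SD, n = 2) after IL-33 and 7.24 ± 1.67 RPKM (SD, n = 2) after chronic HDM (log2 fold change 4.69, standard error 0.26, adjusted p = 0.00497 from limma). Of 22 chemokine and migration receptors, 3 were higher after IL-33, 1 higher after chronic HDM and 18 did not pass the test (4 and 2 passed when adjusted over the list alone). The others called were *S1pr1*, the receptor that directs egress from tissue into lymph and blood, at 59.5 ± 1.93 RPKM (SD, n = 2) after IL-33 and 1.31 ± 0.817 RPKM (SD, n = 2) after chronic HDM (log2 fold change 4.75, standard error 0.40, adjusted p = 0.00687 from limma), and *Ccr9*, at 0.810 ± 0.472 against 19.4 ± 2.04 RPKM. As a whole this list did not pass either (median 0.17, below 0 under the same 3 scalings, adjusted p = 0.887 from camera).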

Acutely, IL-33-activated ILC2s produced high levels of cytokine (*Il5, Il13, Il9*) and tissue-migratory chemokine receptor (*Ccr4, Ccr7*) genes, indicating an activated effector cell phenotype. Furthermore, mediators of innate signals were also prominent, including the TLR-signaling protein Myd88 and IRF4, which is known to respond to IL-33 and TSLP (57). 

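*Myd88* encodes the adaptor shared by Toll-like receptors and receptors of the IL-1 family, and lies on chromosome 9, 119335988 to 119340040 of mm10. *Myd88* RNA was at 108 ± 5.49 RPKM (SD, n = 2) after IL-33 and 44.4 ± 3.52 RPKM (SD, n = 2) after chronic HDM (log2 fold change 1.27, standard error 0.21, adjusted p = 0.0163 from limma). *Irf4* (chromosome 13, 30749233 to 30766981) was at 38.1 ± 2.15 RPKM (SD, n = 2) after IL-33 and 8.07 ± 3.85 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.17, standard error 0.39, adjusted p = 0.0204 from limma). Both IL-33 libraries lay above both chronic HDM libraries for each gene, and neither gene passed the adjusted p of 0.01. Of 30 genes of the NF-kB and IL-1 family response, the pathway downstream of MyD88, 1 was higher after IL-33, 3 higher after chronic HDM and 26 did not pass the test (2 and 4 passed when adjusted over the list alone). The gene higher after IL-33 was *Nfkb1*, encoding the p105 and p50 subunit, at 171 ± 5.30 RPKM (SD, n = 2) after IL-33 and 42.5 ± 1.39 RPKM (SD, n = 2) after chronic HDM (log2 fold change 1.98, standard error 0.19, adjusted p = 0.00687 from limma). *Tnfaip3*, encoding the NF-kB inhibitor A20, at 15.7 ± 0.397 RPKM (SD, n = 2) after IL-33 and 116 ± 27.6 RPKM (SD, n = 2) after chronic HDM (log2 fold change -2.78, standard error 0.27, adjusted p = 0.00687), and *Relb*, at 19.9 ± 1.20 against 80.1 ± 0.123 RPKM (log2 fold change -1.95, standard error 0.23, adjusted p = 0.00905), were higher after chronic HDM, besides *Il1rl1*. The list as a whole lay higher after chronic HDM (median -0.32, adjusted p = 0.0104 from camera), with an adjusted p of 0.504 with an estimated correlation.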

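*Tbx21*, on chromosome 11, 97098007 to 97115331 of mm10, was at 4.79 ± 0.705 RPKM (SD, n = 2) after IL-33 and no reads in either chronic HDM library, at least 76.4-fold higher (adjusted p = 0.0297 from limma), and was not called at an adjusted p under 0.01. Its reads numbered 143 and 158 in the IL-33 libraries, against a floor of 3 reads in a library without any. Of 13 genes of ILC1s and type 1 responses, none passed in either direction, also when adjusted over the list alone (median 0.26, mean -0.02, adjusted p = 0.757 from camera). Among its highly expressed members, *Stat4* was at 49.8 ± 3.80 against 41.6 ± 6.91 RPKM (adjusted p = 0.489, means ± SD after IL-33 and after chronic HDM). Of 16 genes of ILC3s and type 17 responses, 0 were higher after IL-33, 1 higher after chronic HDM and 15 did not pass the test (1 and 3 passed when adjusted over the list alone), with *Ltb* as the called gene. This list lay higher after chronic HDM as a whole (median -0.98, adjusted p = 0.00127 from camera), with an adjusted p of 0.260 with an estimated correlation. *Ifng*, the cytokine of ILC1s, was below the expression minimum, at 1.58 and 0.707 RPKM in the IL-33 libraries and without reads after chronic HDM, and *Il17a*, a cytokine of ILC3s, had no reads in any of the 4 libraries.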

Surprisingly, IL-33-activated ILC2s showed low but detectable *Tbx21* (encoding T-bet) transcripts, whereas we detected increased *Rorc* (encoding RORγt) levels in HDM-activated ILC2s, indicative of ILC2 plasticity toward group 1 and group 3 ILCs, respectively (Figure 7D).

**Figure 7:**
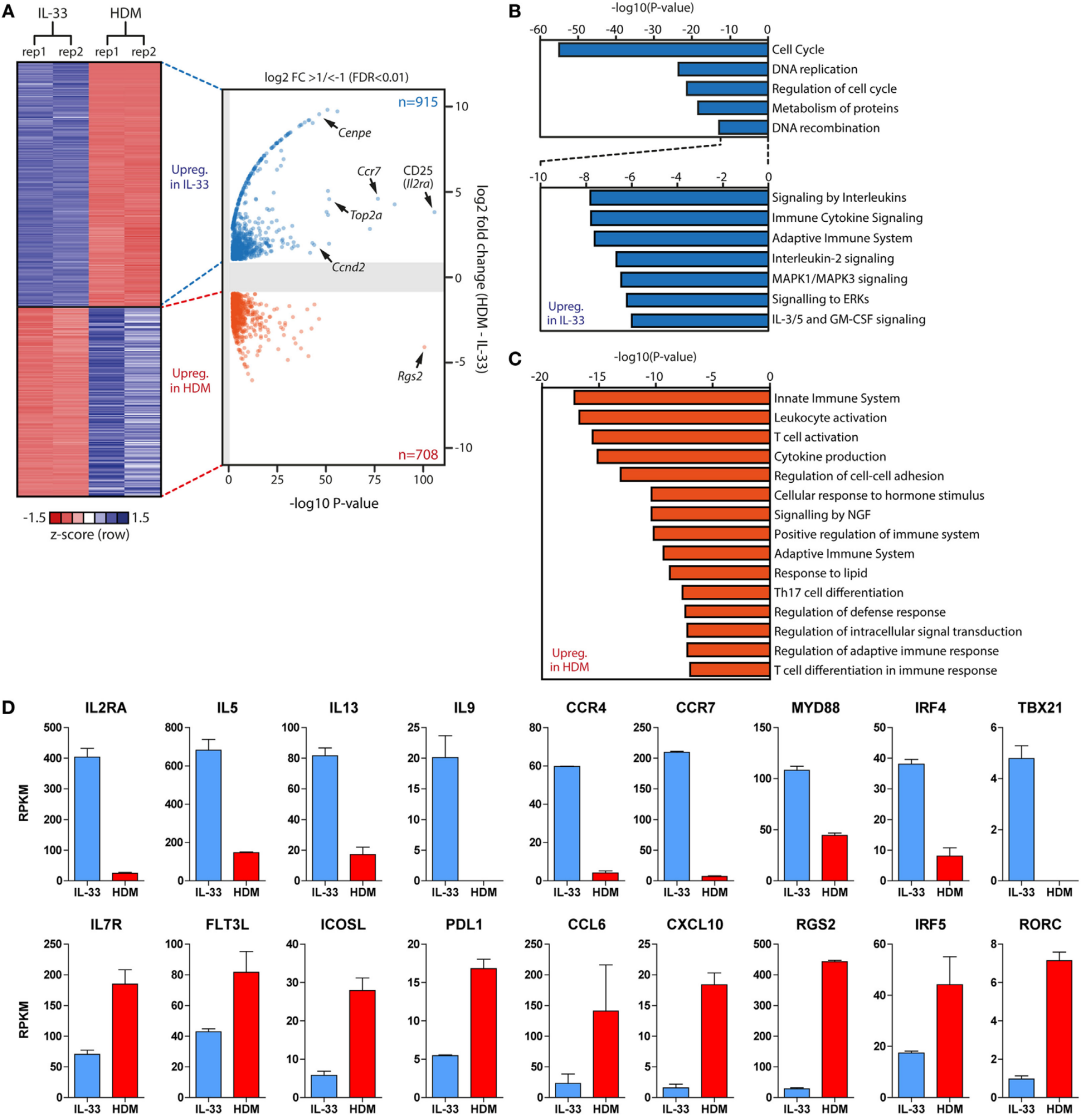
Gene expression signatures of group 2 innate lymphoid cells (ILC2s) are dependent on type and duration of stimulus. **(A)** Heat map and volcano plot of differentially expressed genes between IL-33 (*n* = 915) and chronic house dust mite (HDM)-stimulated (*n* = 708) ILC2s derived from bronchoalveolar lavage fluid 1 day after the final challenge. **(B,C)** Metascape pathway analysis of genes upregulated in **(B)** IL-33-activated and **(C)** chronic HDM-stimulated ILC2s. **(D)** Comparison of Reads Per Kilobase Millionvalues of selected differentially expressed genes in IL-33-activated (*blue*) and chronic HDM-stimulated (*red*) ILC2s.

Taken together, these data suggest distinct roles of ILC2s dependent on the type and the duration of stimulus. While acutely activated ILC2s by IL-33 displayed a strong effector cell phenotype, chronically HDM-stimulated ILC2s appear to regulate and assist adaptive immunity.

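Genes of antigen presentation to CD4+ T cells, a link between ILC2s and adaptive immunity, were compared as a list. Of 13 genes of the MHC class II pathway, 3 were higher after IL-33, 0 higher after chronic HDM and 10 did not pass the test (6 and 0 passed when adjusted over the list alone). *H2-Ab1* encodes the beta chain of I-A (chromosome 17, 34263227 to 34269418 of mm10). *H2-Ab1* RNA was at 1047 ± 23.7 RPKM (SD, n = 2) after IL-33 and 69.8 ± 14.5 RPKM (SD, n = 2) after chronic HDM (log2 fold change 3.90, standard error 0.20, adjusted p = 0.00497 from limma). *Cd74*, encoding the invariant chain (chromosome 18, 60803849 to 60812652), was at 882 ± 34.2 RPKM (SD, n = 2) after IL-33 and 123 ± 52.9 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.90, standard error 0.31, adjusted p = 0.00737 from limma). *H2-DMb2* was at 46.7 ± 13.5 RPKM (SD, n = 2) after IL-33 and 0.523 ± 0.740 RPKM (SD, n = 2) after chronic HDM and is uncertain because its near-identical neighbor *H2-DMb1* may share its reads. The list median was 1.03 (adjusted p = 0.0144 from camera, adjusted p = 0.435 with an estimated correlation). Of 10 markers of dendritic cells, 8 of which stand in other lists too, 3 were higher after IL-33, 0 higher after chronic HDM and 7 did not pass the test (6 and 0 passed when adjusted over the list alone). The called ones were again *Ccr7*, *H2-Ab1* and *Cd74* (median 2.40, adjusted p = 0.0188 from camera, adjusted p = 0.435 with an estimated correlation 0.0808 without IL-33 replicate 1 and 0.0508, at a median of 0.85, with no minimum). From the cytokine, chemokine receptor and proliferation genes higher after IL-33, and the genes for modulating and attracting T and B cells higher after chronic HDM, the paper proposes that the role of ILC2s depends on the type and the duration of the stimulus.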

### ILC2s Are Situated Below the Lung Epithelium and Inside Cellular Infiltrates Induced by Acute and Chronic Airway Inflammation

The GATIR knock-in allowed us to visualize Th2 cells and ILC2s as YFP^+^ cells *in situ* using confocal microscopy. Our RNA-Seq data suggest contrasting functions between rapidly and chronically activated ILC2s, thus we examined whether IL-33 and HDM-stimulated ILC2s differed in localization in the lungs. Exposure to IL-33, acute and chronic HDM according to the protocols described in Figures 1A,B and 6A generated lung inflammation outlined by perivascular and peribronchial cellular infiltrates and thickened alveolar walls compared to PBS treated mice (Figure 8A). Lung cryosections were counterstained with a combination of CD3 and B220 to label T and B cells, respectively. YFP^+^ ILC2s were readily discriminated from YFP^+^ Th2 cells by the absence of positivity for CD3 counterstaining (Figure 8B).

**Figure 8:**
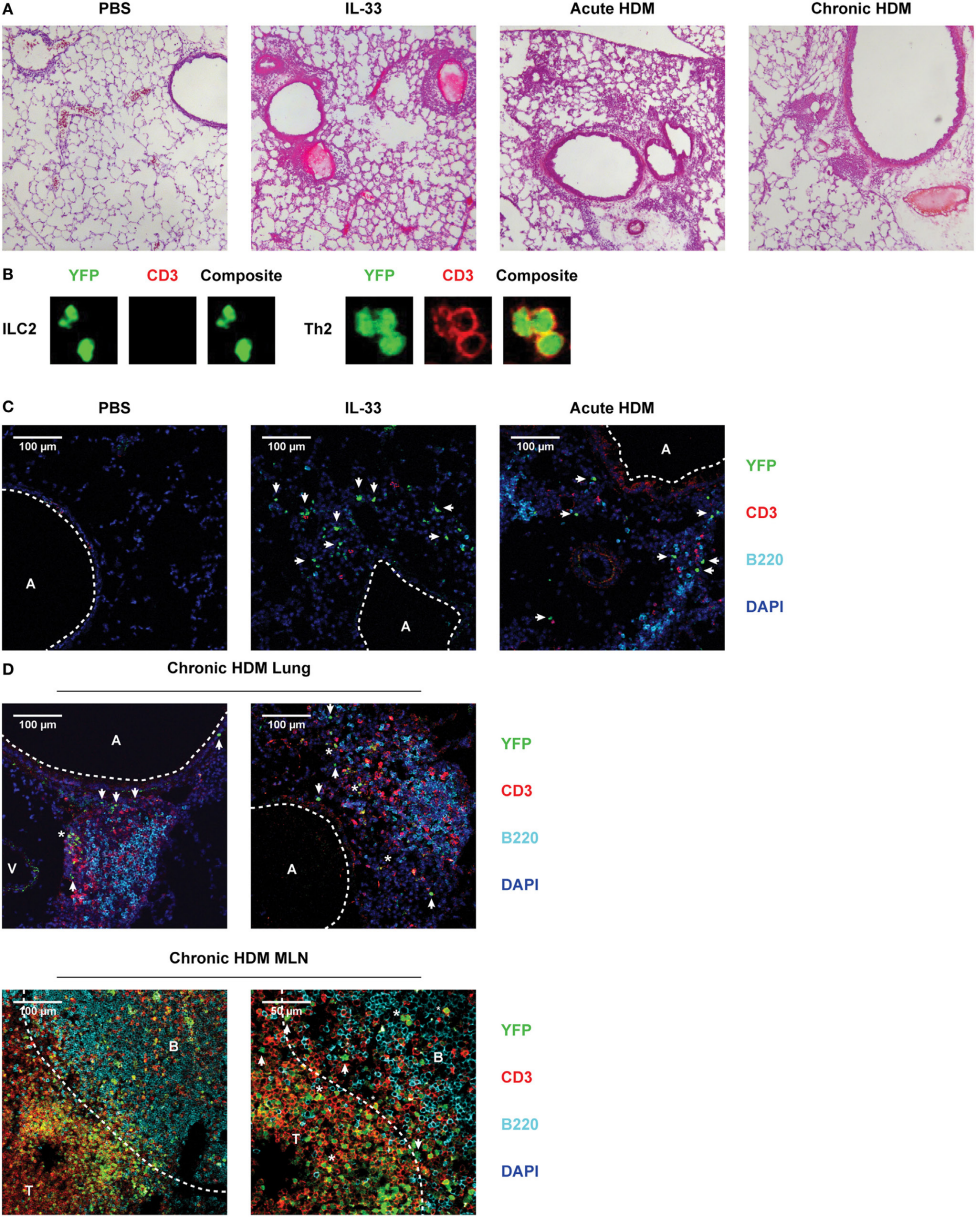
Pulmonary group 2 innate lymphoid cells (ILC2s) are located within cellular infiltrates underneath the lung epithelium after IL-33, acute and chronic house dust mite (HDM) exposure. **(A)** Hematoxylin and eosin stained cryosections of lungs from PBS, IL-33, acute HDM and chronic HDM-treated GATA3 IRES Reporter (GATIR) mice. **(B)** Discrimination between ILC2s and Th2 cells by counterstain with CD3 and detection by confocal microscopy. **(C)** Lung cryosections from PBS, IL-33, and acute HDM-treated GATIR mice counterstained with CD3 and B220. **(D)** Lung and mediastinal lymph node (MLN) cryosections from chronic HDM-treated GATIR mice counterstained with CD3 and B220. In the confocal microscopy conditions, GATA3^low^ cells (such as non-Th2 CD4^+^ T cells and basophils) are not YFP^+^. It is of note that in chronic HDM-driven airway inflammation, only ~10% of all CD4^+^ T cells in the lung consist of GATA3^high^ Th2 cells (54). [A] indicates airway lumen. [V] indicates lumen of blood vessel. ILC2s are indicated by [arrows] and [*] indicates Th2 cells. [B] and [T] indicate B and T cell zones, respectively, separated by the dashed line. **(A–D)** Images are representative of two independent experiments.

Following IL-33 stimulation many CD3^−^YFP^+^ ILC2s were identified in cellular infiltrates directly underneath the lung epithelium, with T and B cells being largely absent (Figure 8C), corroborating previously reported data and our flow cytometric data (28, 29). *In situ* hybridization of GATA3 revealed signals in similar locations as YFP^+^ cells (Figure S7 in Supplementary Material), supporting that YFP signals reflect *Gata3* transcription. In contrast, in acute HDM-induced airway inflammation T and B cells were present in higher numbers in the cellular infiltrates. Hereby, also CD3^−^YFP^+^ ILC2s were identified, although less abundantly present than after IL-33 stimulation (Figure 8C). The ILC2s were not present in clusters and we did not find evidence for frequent interaction with B or T cells.

Chronically HDM-treated GATIR mice displayed cellular infiltrates surrounding blood vessels and near the airways in similar locations as acute lung inflammation models. However, the infiltrates appeared denser in a hematoxylin and eosin stain (Figure 8A) and confocal microscopy revealed a well-defined organization within these infiltrates (Figure 8D). The infiltrates were composed of separated B and T cell zones with striking similarity to iBALT structures found in influenza-infected lungs (58). CD3^−^YFP^+^ ILC2s were located at two distinct sites: in the submucosa close to epithelial cells, comparable to their location in IL-33-induced airway inflammation, as well as within the cellular infiltrates close to the lung epithelium and in proximity of T cell clusters (Figure 8D). Interestingly, B cell areas were devoid of ILC2s suggesting preferential interaction of ILC2s with T cells. Neither in the submucosa nor within the cellular infiltrates did we find evidence for clustering or organization of ILC2s. Abundant numbers of Th2 cells, identified as CD3^+^YFP^+^ cells were found in the enlarged MLNs of chronically HDM-treated animals; CD3^−^YFP^+^ ILC2s were present near the border of the B and T cell zones (Figure 8D).

In summary, these data indicate that ILC2s accumulate in cellular infiltrates underneath the lung epithelium after activation. In chronic HDM-driven inflammation, ILC2s are mainly located in the submucosa close to epithelial cells, but are also found inside organized cellular infiltrates in close proximity to both epithelial cells and T cells, but not B cells.

## Discussion

In type 2 airway inflammation, ILC2s act as an early innate source of IL-5 and IL-13 when strong allergenic stimuli induce epithelial pro-inflammatory cytokines, including IL-33, that have the capacity to directly activate ILC2s independently of T cells (1, 2). However, because we previously found that in HDM-mediated allergic airway inflammation ILC2s are activated by different T cell-dependent pathways and IL-33 is not required for the HDM-driven induction of ILC2s in the BAL fluid (22), we hypothesized that ILC2 phenotype, function, and localization in HDM- and IL-33-driven inflammation may be different.

When using GATIR mice in an acute HDM-driven airway inflammation model, we detected the induction of a much more heterogeneous ILC2 population in BAL fluid, lungs, and draining lymph nodes than upon robust IL-33-induced ILC2 activation. We found that a large proportion of the ILC2s expressed low levels of CD25, and that these CD25^low^ cells were generally low for KLRG1, T1/ST2, and ICOS on the cell surface as well, although we observed compartmental differences (Figure 2B; Figure S4 in Supplementary Material). Nevertheless, they displayed a type 2 cytokine profile that was similar to their classic CD25^high^ counterparts. The CD25^low^ ILC2s in HDM-treated mice could be reverted back to a CD25^high^ phenotype by subsequent exposure to IL-33 and ILC2s lost high CD25 expression by day 3 after IL-33 treatment, demonstrating the adaptability of ILC2s. We also observed that the levels of cell surface marker expression are highly dynamic over time, as, e.g., shown by our analysis of CD25, CD117, ICOS, and KLRG1 surface expression at different time points after the last IL-33 exposure (Figure 2C).

Our IL-33 and HDM-treatment models are similar in terms of the activation period of ILC2s and the timing of the analysis: 1 day after the last challenge (Figures 1A,B). In this context, it is of note that we have previously shown that in the HDM-driven model ILC2s are only activated in the allergen challenge phase when memory T cells are present and not upon sensitization, even when a single dose of 100 µg of HDM is given (22). It is, therefore, conceivable that certain differences in ILC2 phenotype between IL-33- and HDM-stimulated ILC2s are related to changes in cell–cell interactions or cytokine environment, given that activation of ILC2s by IL-33 and HDM is T cell-independent and T cell-dependent, respectively (17, 22). Collectively, our findings show that the cell surface marker composition of ILC2s is highly dynamic: markers follow a specific kinetic pattern after activation and are dependent on the mechanisms by which these cells are activated, e.g., a requirement of T cells for their activation.

It is of note that quite some heterogeneity in the expression levels of cell surface molecules, including CD25, CD69, CD117, ICOS, and T1/ST2 on resident ILC2s in the lungs of naïve mice has been observed among published studies, which is likely due to differences in the experimental models and housing conditions of the mice (59). On the other hand, our finding of, e.g., lower expression of T1/ST2 on lung ILC2s than on BAL ILC2s upon IL-33 or HDM-stimulation parallels reported observations in a *Nippostrongylus brasiliensis* infection model (60).

In chronic HDM-driven inflammation the CD25^low^ ILC2s outnumbered CD25^high^ ILC2s, remained elevated at least 10 days after the last antigen challenge in the resolution phase of inflammation and produced substantial amounts of IL-5 and IL-13, thus contributing significantly to the total Th2 cytokine production. Transcriptome comparisons of BAL fluid ILC2 populations from mice with acute IL-33-driven and chronic HDM-driven allergic airway inflammation revealed distinct gene expression profiles. Rapid and robust activation of ILC2s by IL-33 resulted in elevated transcript levels of genes involved in cellular proliferation and cytokine production. In contrast, in chronic HDM-mediated airway inflammation, ILC2s showed a transcriptional signature consistent with a capacity to modulate adaptive immunity by interacting with B and T cells. Visualization of ILC2s by confocal microscopy showed their submucosal accumulation upon IL-33 exposure and their presence in cellular infiltrates upon HDM exposure. Chronic exposure to HDM was associated with the formation of organized cellular clusters with defined T and B cells zones where ILC2s were located in close proximity to epithelial cells and T cells but not B cells and did not appear to form clusters.

Development and function of ILC2s critically depends on high levels of unperturbed GATA3 expression (39–41). To facilitate identification of ILC2 populations, potentially differing with respect to the expression levels of commonly used ILC2-associated surface markers, e.g., CD25 or KLRG1, we employed a novel strain of *Gata3* reporter mice, termed GATIR, carrying an IRES-YFP reporter construct within the 3′ untranslated region of the endogenous *Gata3* alleles (Tata Nageswara Rao and Hans Jörg Fehling, manuscript in preparation). Knock-in reporter mice are not without pitfalls and should not perturb the target gene expression itself. Therefore, we provided evidence that the presence of the GATIR reporter affected neither GATA3 protein levels (by intracellular flow cytometry with GATA3-specific antibodies), nor ILC2 surface marker profile or cytokine production. Although the IRES-driven reporter construct monitors gene expression at the transcript level, our intracellular flow cytometric analysis with GATA3-specific antibodies revealed a strong correlation between YFP signals and GATA3 protein in ILC2s and T cells.

Group 2 innate lymphoid cells were considered to be relatively homogeneous and less plastic compared to the other ILC family members. This point of view may have been triggered by the use of robust ILC2 induction models, such as administration of IL-25, IL-33, papain, and *Alternaria* to study these cells in the context of allergic asthma or dermatitis (15, 16, 18, 19, 61, 62). Our finding that in allergic airway inflammation ILC2s are a phenotypically and functionally more heterogeneous and phenotypically dynamic cell population than previously thought adds to the modified picture of ILC2s that includes their functional plasticity driven by IL-12, IL-18, or viral infection (32–35). In line with this notion, we detected simultaneous IL-5 and IL-17 production in HDM- and in particular IL-33-stimulated ILC2s and our results may support that ILC2s can upregulate T-bet or RORγt mRNA levels in a stimulus-specific manner. Phenotypical heterogeneity within the ILC2s induced in type 2 inflammation together with their functional plasticity allows ILC2s to adapt to changes in their microenvironment. Therefore, it is conceivable that these characteristics allow ILC2s to be involved in different human asthma endotypes, ranging from classic eosinophilic allergic airway inflammation to non-allergic airway hyperreactivity, as well as in infection-associated exacerbations.

By investigating the expression of several markers commonly used to define ILC2s, we identified a yet undescribed CD25^low^ ILC2 surface phenotype. CD25 appeared to correlate well with the expression of T1/ST2 and in particular KLRG1, which is known as a marker for mature and inflammatory ILC2s (39, 63). This might suggest that the CD25^low^ ILC2 population reflects an immature and non-inflammatory resident ILC2 population. However, in contrast to ILC2 progenitors in the BM, these CD25^low^ ILC2s are able to produce effector cytokines and expand upon stimulation with HDM, which would argue against their immature nature (39, 64). In further support of this concept, we found that CD25^low^ ILC2s (i) are typically present after IL-33 exposure when the total numbers of ILC2s in the BAL are highest (Figures 2C,D) and (ii) show prolonged cytokine production and contribute to the type 2 cytokine environment in our chronic HDM-driven allergic airway inflammation model. Indeed, the more pronounced role of ILC2s in chronic inflammation could be attributed to the acquisition of “memory-like” properties, as recently described (65). Such a memory phenotype allows experienced ILC2s to persist for extended periods of time and respond more potently than naïve ILC2s. Cytokine signaling through the common gamma chain is required for the survival of ILC2s and it has been demonstrated that IL-7 and in particular IL-2 synergistically augment ILC2 expansion in the presence of IL-33, which in turn promotes expression of CD25 in both adipose and lung tissue, thus forming a positive feedback loop by modulating sensitivity to IL-2 (6, 17, 66–69). Accordingly, our study also demonstrates upregulation of CD25 after IL-33 exposure of HDM-experienced ILC2s. The source of IL-2 has earlier been proposed to be T cell-derived, but recent data using IL-2 fate reporter mice has revealed that pulmonary ILC3 could be an innate producer of IL-2 (25, 69).

We found that high CD25 expression on the cell surface of IL-33-activated ILC2s was associated with a decrease in CD127 expression and conversely that CD25^high^ and CD25^low^ HDM-activated ILC2 showed persistent CD127 expression. This may imply that the CD25^low^ ILC2s are more reliant on IL-7 for their survival and function. Therefore, it could be speculated that these ILC2s can partly escape cross-regulation by Tregs, which are reported to control ILC2 responses by competition for IL-2 uptake (70). In a recent study, coculture of ILC2s with Tregs was shown to downregulate ICOS and CD25 expression (71). It is conceivable that CD25^low^ ILC2s in HDM-mediated airway inflammation represent ILC2s that have interacted with Tregs *in vivo*, because IL-5 and IL-13 levels are substantially decreased in ILC2s cocultured *in vitro* with Tregs (71), and our expression analyses demonstrate that the CD25^low^ ILC2s in HDM-driven inflammation have lower levels of cytokine transcripts than IL-33 activated ILC2s. However, it cannot be formally excluded that CD25^low^ IlC2s are cells that just received an IL-2 stimulus leading to downregulation of the receptor. Based on our findings in *Il33*^−/−^ mice, we conclude that IL-33 is unlikely to play a key role in the regulation of CD25 in HDM-mediated allergic airway inflammation. The combination of signals that specifically triggers CD25 up- and downregulation on ILC2s remains to be elucidated. Although expression of CD25 has been reported in human ILC2s from skin biopsies, adipose tissue and *in vitro* cultured ILC2s derived from peripheral blood, it is unknown whether pulmonary ILC2s also express this marker and its role in disease pathology has not been elucidated (26, 35, 61, 62).

Mice that were chronically exposed to HDM displayed well-organized and dense cellular clusters in the lungs reminiscent of iBALT structures seen after influenza infection (58). These structures harbored clear B and T cell zones and we observed ILC2s in proximity to T cells and not B cells. Indeed, ILC2s can express molecules that allow them to interact with T cells such as MHC class II, CD86, and ICOS/ICOS-L in addition to their cytokine repertoire (25–27). In the lungs, their positioning would allow them to act as an intermediate messenger to shuttle signals from the epithelium to T cells. For example, activation of ILC2s by epithelial signals can help reinforce a Th2 phenotype through direct cell contact. Conversely, CD25^high^ ILC2s may become more activated in the presence of T cell-derived IL-2 and promote alternatively activated macrophages through IL-13, which in turn assist with repair of the epithelium and resolution of inflammation. In the lymph nodes, we found that ILC2s were situated along the border of B and T cells, an optimal site to communicate with both cell types. In this context, our RNA-Seq data support the notion that ILC2s have the ability to interact with adaptive immune cells and revealed that HDM-stimulated ILC2s showed robust expression of FLT3L, ICOS-L, and PDL1, which would allow ILC2s to regulate B and T cell functions. Additionally, ILC2-derived factors such as IL-5 can enhance Ig production (72).

In summary, in addition to the reported plasticity of ILC2 toward other ILC subsets, we found that the ILC2 phenotype is highly dynamic. This phenotype is dependent on the mode of cellular activation, changes over time during stimulation, exhibits differences across tissues, and is reversible. In particular, we identified previously undescribed ILC2s with a GATA3^+^CD25^low^ phenotype and a type 2 cytokine profile indistinguishable from their classic GATA3^+^CD25^high^ counterparts. These CD25^low^ ILC2s contributed substantially to type 2 cytokine production and are able to readily revert to a CD25^high^ phenotype upon stimulation with IL-33. Although it cannot be excluded that CD25^high^ and CD25^low^ ILC2s represent separate subsets, the observed changes of CD25, KLRG1, ICOS, and T1/ST2 over time and differences between IL-33-activated and HDM-driven CD25^high^ ILC2s point to a different activation status of a single ILC2 type. Our data suggest a more complex ILC2 phenotype than is currently appreciated. Hereby, distinct functional capabilities of ILC2s, including responsiveness to IL-2, IL-33, or ICOS-L, are tissue-specific and dependent on the type and duration of the stimulus used. The observed phenotypic heterogeneity should, however, not hamper the identification and quantification of ILC2s as long as GATA3, which is invariably expressed by ILC2s, Sca-1, and CD90 are included in flow cytometric analysis strategies.

## Ethics Statement

All animal care and experimental procedures were performed in accordance to guidelines approved by the Erasmus MC Animal Ethics Committee.

## Author Contributions

BL, RS, MDB, ML, DB, MB, AK, and IB, performed the experiments; HV and MK provided methodologies (chronic HDM mouse model); WI provided methodologies (RNA-Seq); TR and HF provided essential materials (GATIR mouse). BL and RS analyzed the data. BL, RS, and RH conceived the study and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Group 2 Innate Lymphoid Cells Exhibit a Dynamic Phenotype in Allergic Airway Inflammation
**Source:** Front Immunol. 2017 Dec 1;8:1684. doi: 10.3389/fimmu.2017.01684
**Supplement:** Supplementary file 1

**Supplementary file to:**

**Group 2 innate lymphoid cells exhibit a dynamic phenotype in allergic airway inflammation**

Bobby W.S. Li^1^, Ralph Stadhouders^1^, Marjolein J.W. de Bruijn^1^, Melanie Lukkes^1^, Dior M.J.M. Beerens^1^, Maarten D. Brem^1^, Alex KleinJan^1^, Ingrid Bergen^1^, Heleen Vroman^1^, Mirjam Kool^1^, Wilfred F.J. van IJcken^2^, Tata Nageswara Rao^3*^, Hans Jörg Fehling^3^ and Rudi W. Hendriks^1^

**
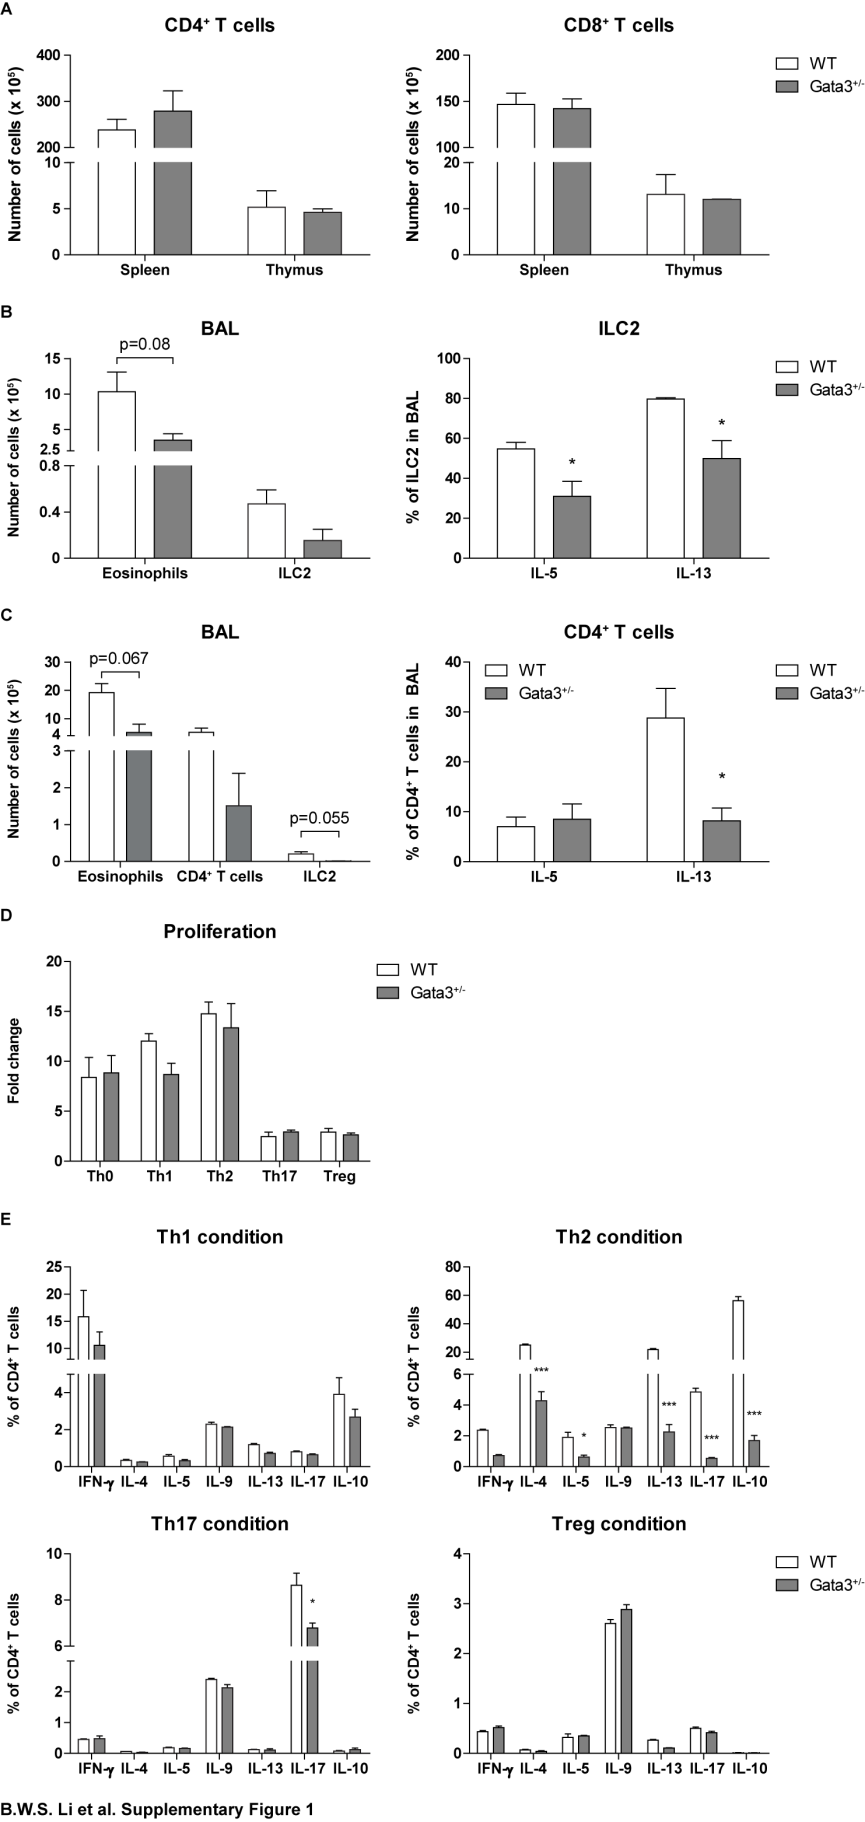
Figure S1. Reduction of GATA3 levels impairs ILC2 and Th2 induction and cytokine production.**

(A) Quantification of CD4^+^ and CD8^+^ T cells in the spleen and thymus of naïve wildtype (WT) and *Gata3^+/-^* mice.

(B) Quantification of eosinophils, ILC2s and ILC2 cytokine production in broncho-alveolar lavage (BAL) fluid of WT and *Gata3^+/-^* mice stimulated with IL-33.

(C) Quantification of eosinophils, CD4^+^ T cells, ILC2s and CD4^+^ T cell cytokine production in BAL fluid of WT and *Gata3^+/-^* mice stimulated with house dust mite (HDM).

(D) *In vitro* proliferation of naïve CD4^+^ T cells from WT and *Gata3^+/-^* mice cultured under Th0, Th1, Th2, Th17 and Treg polarizing conditions.

(E) Cytokine profiles of CD4^+^ T cells from WT and *Gata3^+/-^* mice cultured under the indicated polarizing conditions.

(A-C) Data are shown as mean + SEM of n = 3-5 mice per group of a single experiment and are representative of two independent experiments.

(D, E) Data are shown as mean + SEM of n = 3 mice per group of a single experiment and are representative of three independent experiments.

* p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001 compared to WT control unless otherwise indicated.

**
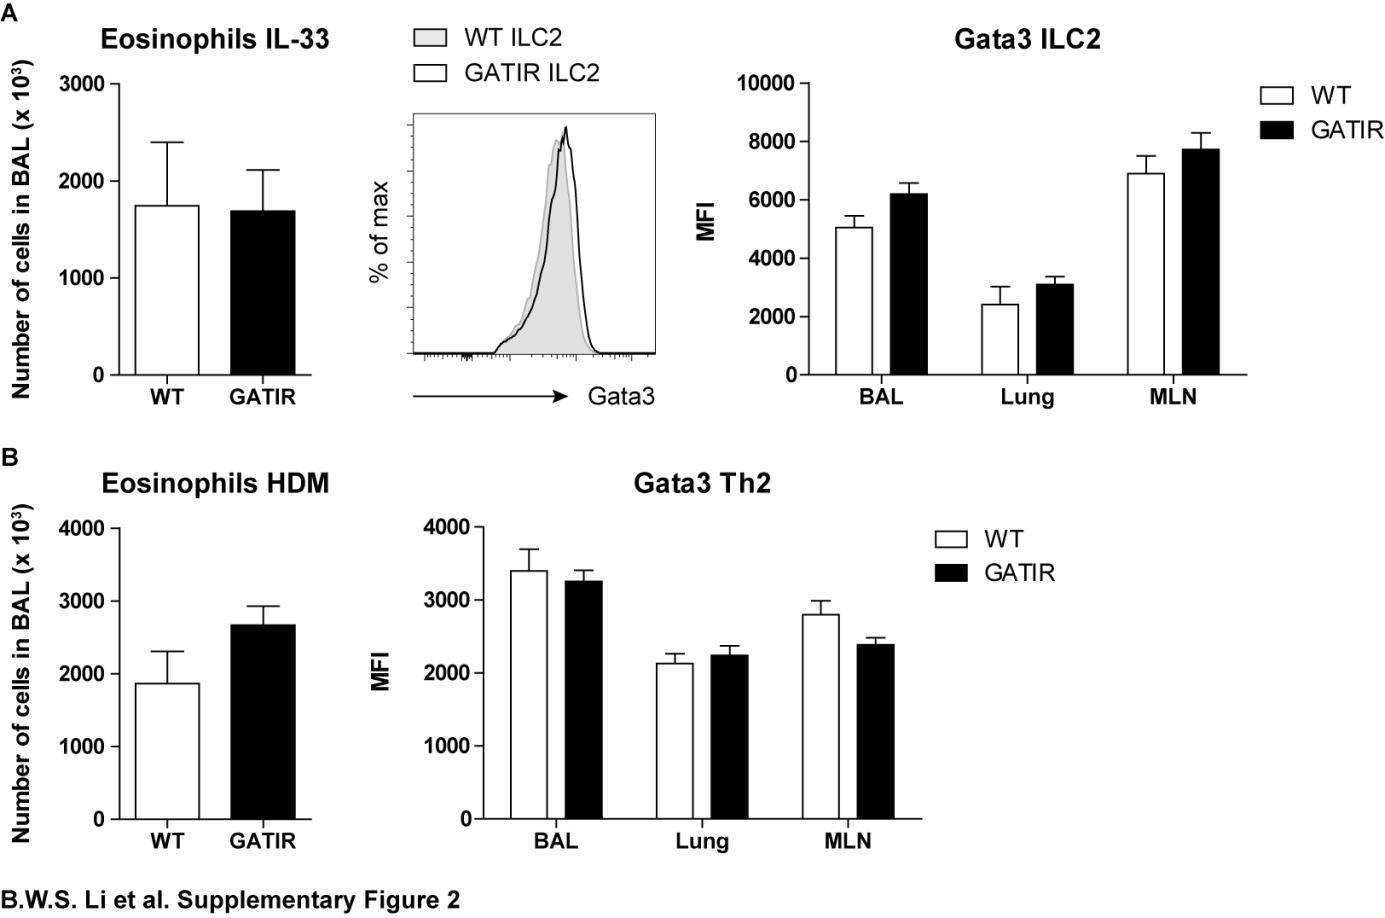
**

**Figure S2. GATIR knock-in does not affect GATA3 expression in ILC2s and T cells.**

(A) Number of BAL fluid eosinophils (*left*) and histogram overlay of intracellular GATA3 expression, as determined by flow cytometry in ILC2s from BAL fluid (*middle*) and comparison of GATA3 mean fluorescence intensity (MFI) values in ILC2s between IL-33-treated GATIR mice and WT controls (*right*). Plot represents combined data using the concatenate option in FlowJo (n = 3-5), representative of two independent experiments.

(B) Number of BAL fluid eosinophils (*left*) and comparison of GATA3 MFI values in CD4^+^ T cells between HDM-treated GATIR mice and WT controls (*right*). (A, B) Data are shown as mean + SEM of n = 3-5 mice per group of a single experiment and are representative of two independent experiments.

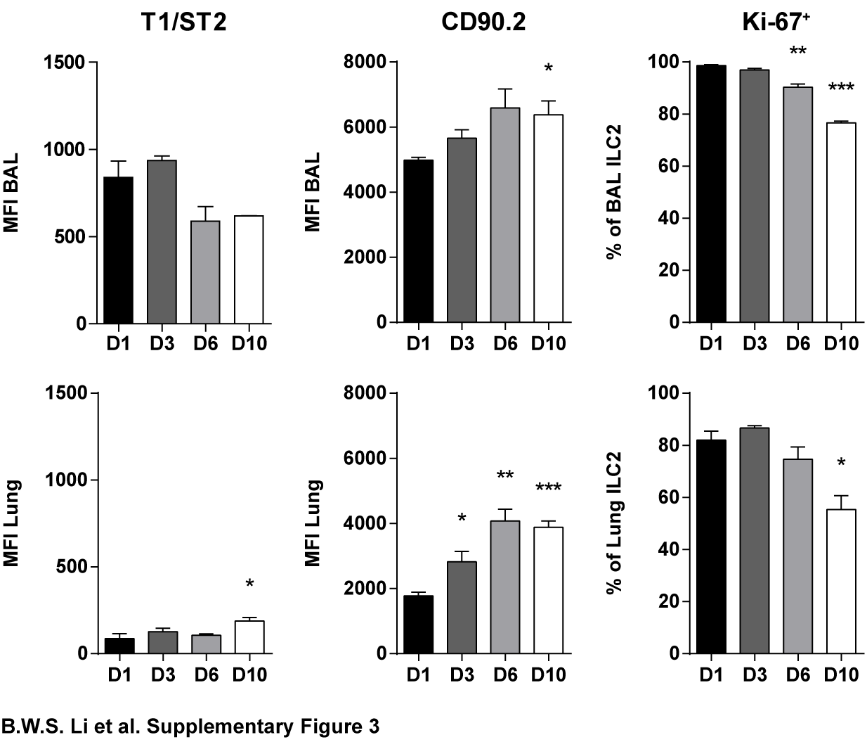

**Figure S3. Expression of T1/ST2, CD90.2 and Ki-67 in IL-33-stimulated ILC2s.**

MFI values of T1/ST2 and CD90.2 in ILC2s and percentage of Ki-67 expressing ILC2s in BAL fluid and lung at the indicated time points after IL-33 stimulation. Data are shown as mean + SEM of n = 3 mice per group of a single experiment and are representative of two independent experiments. * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001 compared to D1 unless otherwise indicated.

**
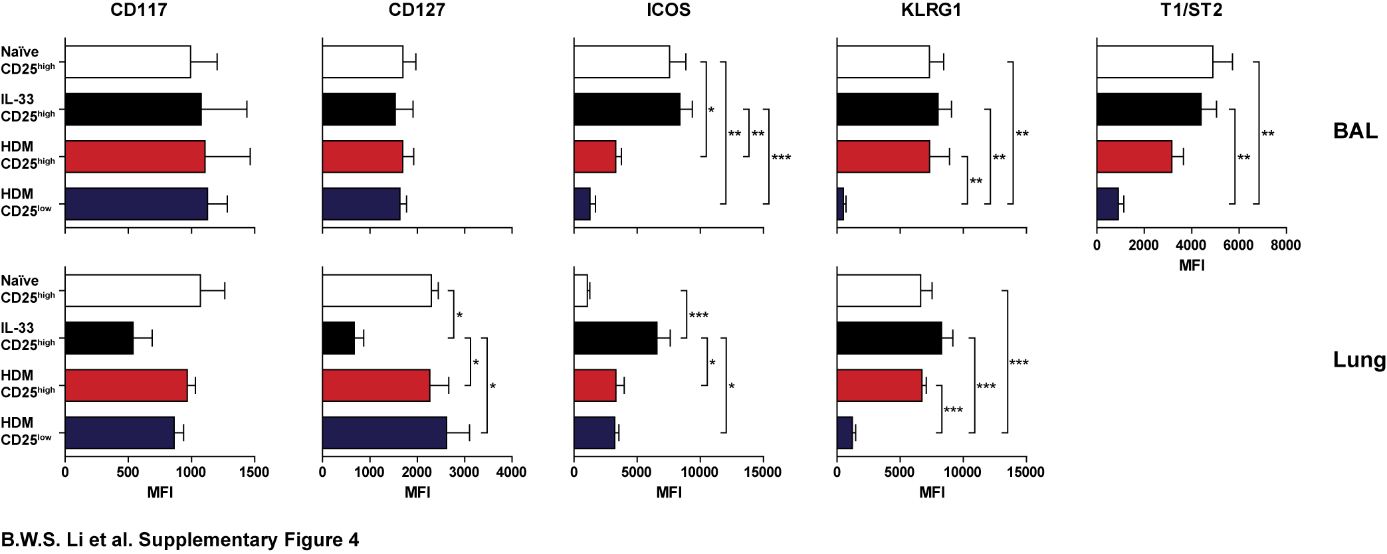
**

**Figure S4. Characterization of phenotypic heterogeneity of ILC2s in BAL and lung in airway inflammation.**

Analysis of the MFI values of CD117, IL-7R (CD127), ICOS, KLRG1 and IL-33R (T1/ST2), comparing naïve ILC2s (*white bars*) and IL-33-activated ILC2s (*black bars*) with CD25^high^ (*red bars*) and CD25^low^ (*blue bars*) ILC2s in HDM-driven airway inflammation in BAL fluid and lung from GATIR mice. T1/ST2 expression on lung ILC2s was very low in all conditions. Data are shown as mean + SEM of n = 4-6 mice per group of a single experiment and are representative of two independent experiments. * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001.

**
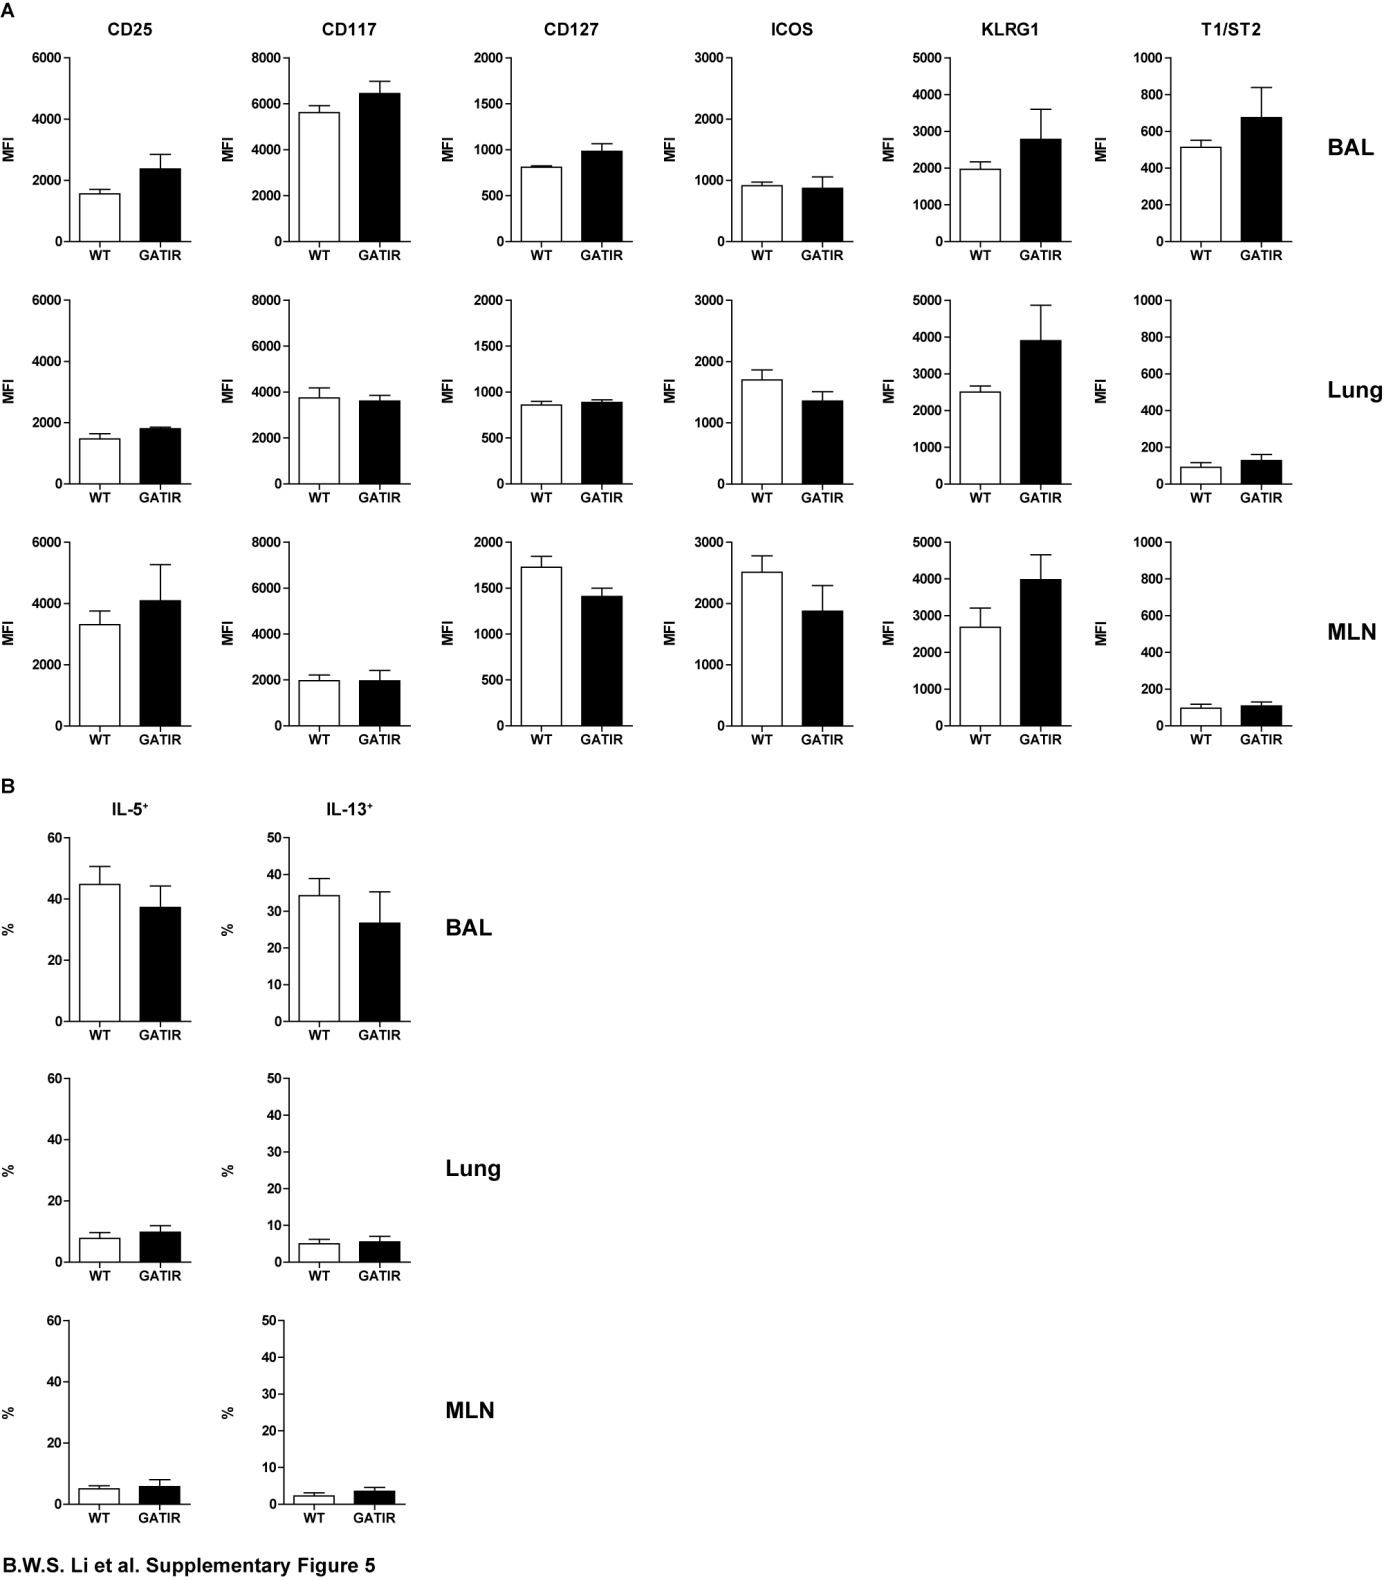
**

**Figure S5. Comparison of surface marker expression profile on ILC2s from WT and GATIR mice.**

Quantification of (A) MFI values of ILC2 surface markers and (B) IL-5 and IL-13 production by ILC2s in BAL fluid, lung and mediastinal lymph node (MLN) of HDM-treated GATIR mice and WT controls. Data are shown as mean + SEM of n = 4 mice per group of a single experiment and are representative of two independent experiments.

**
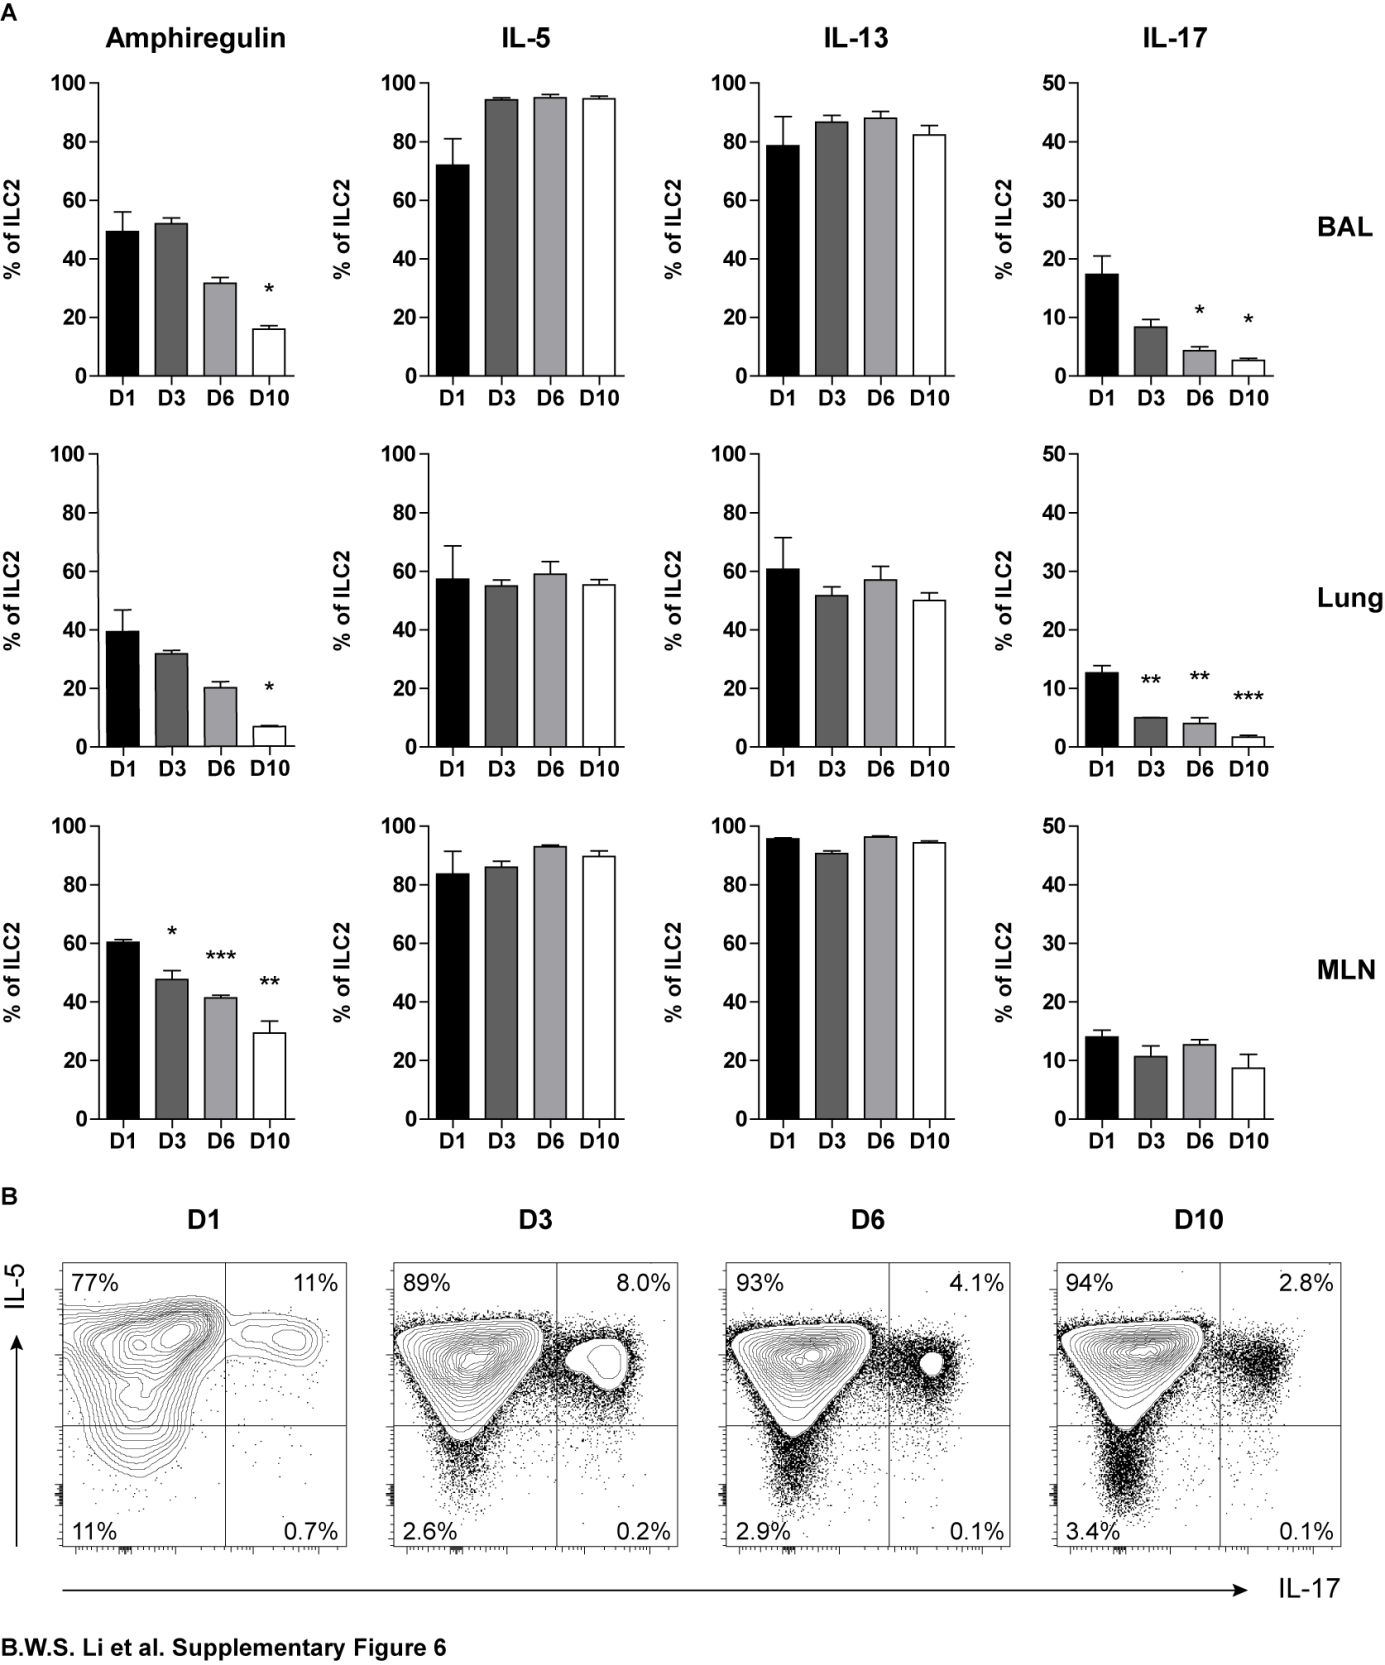
**

**Figure S6. IL-33-activated ILC2s co-express IL-5, IL-13 and IL-17.**

(A) Quantification of ILC2 cytokine production over time in BAL fluid, lung and MLN of IL-33-treated GATIR mice. Data are shown as mean + SEM of n = 3 mice per group of a single experiment. * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001 compared to D1 unless otherwise indicated.

(B) Flow cytometric analysis of IL-5 and IL-17 production over time in BAL fluid ILC2s of IL-33-treated GATIR mice. Plots represent combined data using the concatenate option in FlowJo (n = 3).

**
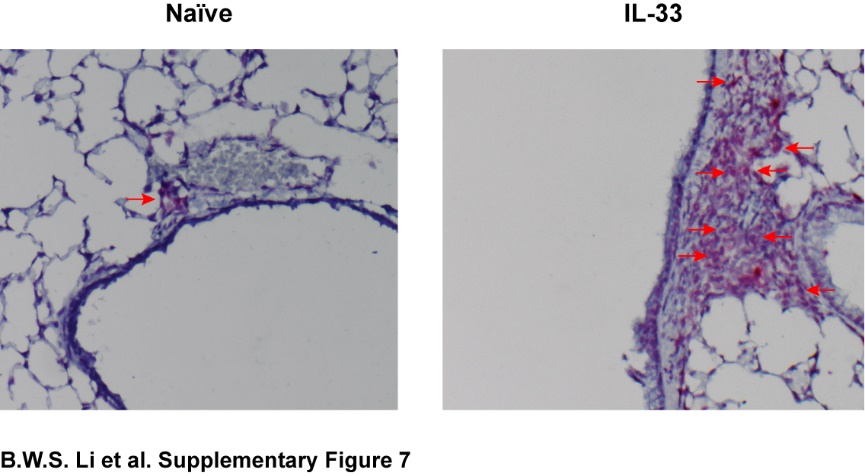
**

**Figure S7. Accumulation of *Gata3*-expressing cells after IL-33 stimulation.**

*In situ* hybridization assay of *Gata3* mRNA on lungs from naïve and IL-33-treated WT mice. Red arrows indicate *Gata3* mRNA expression. Images are representative of two independent experiments.

Table S1 Antibodies used for flow cytometry.

Table S2 Antibodies used for confocal microscopy.

| **Antibody** | **Conjugate** | **Clone** | **Company** |
| --- | --- | --- | --- |
| B220 | Biotin | TY25 | eBioscience |
| CD3 | Biotin | 145-2C11 | BD Biosciences |
| αrat | Cy5 | Polyclonal | Jackson ImmunoResearch |
| αhamster | Cy3 | Polyclonal | Jackson ImmunoResearch |

How the deposited data were processed for this re-analysis (not part of the article)

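RNA of BAL fluid ILC2s, sorted 1 day after the final challenge, was compared between 2 libraries from IL-33-treated mice and 2 libraries from mice given chronic HDM. The authors sequenced Smart-seq2 libraries as single 51-bp reads, aligned them to mm10 with HISAT2 (version 2.0.4 in the submitters' processing notes) and deposited RPKM values per gene from HOMER, counted over exons of one RefSeq transcript per gene with the counts normalized to 10000000 reads before the RPKM step, as the file headers show. The deposited RPKM values were used as they are, for 24537 genes per library, 10089 of which had no read in any library. Gene positions are those of the same files (mm10, counted from 1). For differential expression the authors used DESeq2 as run by HOMER on counts, with an adjusted p under 0.01, a log2 fold change over 1 and a mean of at least 2 RPKM. Raw counts were not used here, so a count model was not the main test.

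RPKM multiplied by exon length gave steps of 1 read. Within 0.1 of a read, 99.6%, 99.8%, 98.3% and 99.8% of the values above 0 were whole in IL-33 replicates 1 and 2 and chronic HDM replicates 1 and 2, and the steps imply 13097490, 11743215, 19224230 and 18395565 mapped reads. The depth lay at 10696038 to 12054785 reads in genes after IL-33 (median of 2 libraries 11375411.5) and 15650731 to 16092308 after chronic HDM (median 15871519.5). On a transcript of 1 kb, 3 reads correspond to 0.229 and 0.255 RPKM after IL-33 and 0.156 and 0.163 RPKM after chronic HDM.

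Values were transformed as log2(RPKM + 1) and the 9523 genes with a mean of at least 2 RPKM over the 4 libraries were tested with limma (version 3.58.1 in R 4.3.3; empirical Bayes with an intensity trend, two-sided, Benjamini-Hochberg adjustment). A gene was called at an adjusted p under 0.01 and a log2 fold change over 1 in either direction, which are the paper's thresholds. Where both libraries of a group had no reads, the fold is a lower bound against a floor of 3 reads per library. Lists of genes for ILC2 functions, pathways and other cell types of the airway were fixed before the data were examined. The 29 lists with at least 5 tested members were tested with camera at a preset correlation of 0.01 and again with the correlation estimated from the data, and with Fisher's exact test for enrichment among called genes over the 9523 genes, each adjusted over lists. From camera, 18 lists passed an adjusted p of 0.05 with the preset correlation and 0 with an estimated correlation (adjusted p from 0.248 to 0.917). With the correlation estimated, camera tests on the few residual degrees of freedom that 4 libraries leave. DNA replication had an estimated correlation of 0.00053, below the preset 0.01, and its unadjusted p from camera still went from 8.5e-18 to 0.0086. Not passing with an estimated correlation therefore does not show that correlation among genes made a call. Fisher's test found 8 lists enriched among genes higher after IL-33 and 4 among genes higher after chronic HDM. The 8 were cell cycle, DNA replication, ribosome biogenesis and MYC targets, glycolysis, endoplasmic reticulum stress, the IL-2 and STAT5 response, MHC class II and dendritic cell markers. The 4 were immediate early genes, ILC2 identity, the surface markers of the flow cytometry and the NF-kB and IL-1 family response. Of the lists' gene names, 3 immunoglobulin genes among the B cell markers had no match in the files. The genes named are those the paper names for this experiment or its flow cytometry, the 10 called genes per direction with the largest change, separate libraries and at least 10 RPKM in the higher group, leaving out small nucleolar RNAs, microRNAs and predicted genes or clones without a gene name, and up to 4 called members per list (or, with none called, up to 2 with the highest mean). Values shown in Figure 7 had been seen when this was fixed. *Stmn1*, *Spp1*, *Apoe*, *Ctsk*, *Fabp4*, *Xist* and other sex-linked genes were named after their values had been seen.

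The procedure was tested on simulated data (3 sets with 200 changed genes each among about 9691 genes). The spread was set by a single dispersion per group for all genes, 0.0261 after IL-33 and 0.204 after chronic HDM. Spread that differs from gene to gene was therefore not simulated. At the measured spread of each group limma recovered 5%, 79.1% and 98.5% of genes changed by 2, 4 and 6 on the log2 scale at an adjusted p of 0.01, and 20%, 95.0% and 99.5% at 0.05. Of 10 simulated lists moved by 2 on the log2 scale, 10 were found, and of 10 unmoved lists 0. Alternatives covered the pseudocount (0.1 and 2), the minimum, scaling by quantiles or by median of ratios, limma without the trend or with robust variances, the replicate number as a block, the thresholds, leaving out each library, limma-voom on the recovered reads and camera with an estimated correlation. Scaling without 45S ribosomal RNA and a weight per library were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Pathway analysis with Metascape was not repeated, since its gene sets were not used here.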

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

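The tests of macrophage RNA, of *Gata3* and of cell cycle genes without reads in this part were chosen only after the results had been seen.

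Markers of macrophages, which the paper does not discuss in the sorted cells, had a median log2 fold change of -1.82 over 23 tested genes (9 of them at 2 RPKM or more in all 4 libraries, 6 also in other lists), led by *Lyz2* and *Chil3* at 1596 and 4153 RPKM after chronic HDM, although the CD11b and CD11c antibodies of the sort would remove macrophages. *Ccl6* and *Ctss* differ between the libraries of each group as these markers do, higher in chronic HDM replicate 2 and IL-33 replicate 1, and 1.43% of tested genes at most differ as much in both pairs, so RNA from macrophages may account for part of the difference of these genes. *Cd33* differs in the same direction in both pairs, by amounts that 2.94% of tested genes reach in both, so a part from macrophages stays open for it as well. The other 7 genes that the paper names as immune regulators after chronic HDM had a median log2 difference of -0.22 between chronic HDM replicates 2 and 1. Their upper quartile was 0.24, against a lower quartile of 1.11 for the macrophage markers. Of the 7, 3 were higher in chronic HDM replicate 2, among them *Ctsd* at 0.83, which was lower in IL-33 replicate 1 (-0.30). *Ccl6*, *Ctss* and *Cd33* had been set apart by these same differences. The median of the remaining 7 therefore cannot decide whether macrophage RNA is their whole source. The call of the macrophage list rests on a single library, chronic HDM replicate 2, without which the median was -0.40. That call was also lost with an estimated correlation (adjusted p = 0.504 from camera). Expression of these genes by chronic HDM-stimulated ILC2s themselves stays open and was not tested.

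RNA of *Gata3*, whose level the paper does not report from these libraries, had a log2 fold change of -3.54, higher after chronic HDM in 2 of 2 libraries. A difference in scaling is argued against, since the log2 fold change was -3.76 or further from 0 under median-of-ratios scaling, quantile normalization and scaling without 45S ribosomal RNA. Fewer ILC2s among the cells sorted after IL-33 is argued against as the whole cause by the other 30 ILC2 identity genes, whose median log2 fold change was -0.28 (lower quartile -1.05). The number of reporter alleles and the treatment cannot be told apart, because the labels give each treatment a single genotype (0 treatments with more than 1), while the paper states that only homozygous mice were used. The type and duration of the stimulus stay open as a biological explanation that was not tested.

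Among the 76 cell cycle genes, 25 had no reads in both chronic HDM libraries. Lower depth is argued against, because the shallower chronic HDM library held more reads outside 45S ribosomal RNA (11.7 M reads) than the deeper IL-33 library (11.5 M reads). Random loss of transcripts from a low RNA input is argued against as the whole cause by the share of 32.9%, since the highest share among 10000 random lists matched on reads after IL-33 was 5.26%. The lists were not matched on the level after chronic HDM. Random loss of transcripts that were lower after chronic HDM but still present therefore stays open. Fewer dividing cells after chronic HDM than after IL-33 is a hypothesis in line with these values, and the treatment, its duration and the genotype of the labels change together in this design.

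Further gene groups that the paper does not discuss passed the camera test with the preset correlation, and none of them passed with an estimated correlation. The latter test has few residual degrees of freedom with 4 libraries, so it cannot decide whether correlation among genes made these calls. Median log2 fold changes above the 0.28 of all genes were found for ribosome biogenesis and MYC targets (1.44), glycolysis (1.21), endoplasmic reticulum stress and secretion (1.19), oxidative phosphorylation (0.78, not past the threshold under quantile normalization, adjusted p = 0.216) and dendritic cell markers (2.40, adjusted p = 0.0808 without IL-33 replicate 1 and 0.0508, at a median of 0.85, with no minimum). Medians below it were found for immediate early genes (-0.91), the interferon response (-0.48, adjusted p = 0.101 without chronic HDM replicate 2), the NF-kB and IL-1 family response (-0.32), ribosomal proteins (-0.13, adjusted p = 0.114 without chronic HDM replicate 2) and markers of epithelial cells (-2.03, past the threshold in 5 of 17 alternatives, with medians of 0.21 without chronic HDM replicate 2, adjusted p = 0.890, and 0.07 with no minimum). Log2 fold changes of -3.44 for *Kit* and -1.41 for *Il1rl1* were called higher after chronic HDM, and the paper does not report the RNA of either. Its flow cytometry found the surface protein of *Il1rl1*, T1/ST2, in the other direction on BAL fluid ILC2s. *Xist*, the X-inactivation RNA of female cells, had a mean of 8.91 RPKM after chronic HDM (7.62 and 10.2) and 0 and 0.014 RPKM in the IL-33 libraries, while the Y-linked genes *Ddx3y* and *Eif2s3y* had reads in all 4 libraries (15.7, 13.8, 7.09 and 5.55 RPKM and 37.3, 31.2, 32.5 and 17.8 RPKM, IL-33 replicates first). The Y-linked genes *Uty* (3.58, 3.30, 0.10 and 0.906 RPKM) and *Kdm5d* (2.19, 3.19, 0.067 and 1.41 RPKM, same order) were lower in both chronic HDM libraries and had 10 and 7 reads in chronic HDM replicate 1. The sex of the mice is not given, so cells of both sexes in the chronic HDM libraries, and with them a difference in sex that goes with treatment, stay open and were not tested.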

How the results depend on the processing

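The 267 and 51 called genes kept their direction under every alternative, and the number of calls did not. Weight per library and scaling without 45S ribosomal RNA were chosen after seeing the data, and the other alternatives before. In the order genes higher after IL-33, genes higher after chronic HDM, cell cycle genes higher after IL-33 and lists enriched among called genes (267, 51, 33 and 12), limma found none at a pseudocount of 0.1, with no minimum, without the trend, or with limma-voom on recovered reads (0 in each), although 1790 and 866, 2068 and 892, 1888 and 963, and 1660 and 803 genes had the fold and an unadjusted p under 0.05, with smallest adjusted p of 0.0148, 0.0328, 0.0134 and 0.0102. A minimum of 2 RPKM in either group gave 150, 25 and 27 genes and 7 lists, quantile normalization 148 and 119 genes, median-of-ratios scaling 85, 40 and 17 genes, scaling without 45S ribosomal RNA 84, 38 and 17 genes and 7 lists, and a weight per library 692, 143 and 56 genes; the cause was not tested. An adjusted p under 0.05 gave, by its construction, more calls: 1311, 455 and 67 genes and 20 lists. Without 1 library the counts ranged from 0 (without either IL-33 replicate) to 1872, 598 and 75 genes (without chronic HDM replicate 2) and 19 lists (without chronic HDM replicate 1). A lone library is then assumed to vary like the other group, and the SD of the log2 difference within a pair was 0.434 after IL-33 and 1.13 after chronic HDM. The replicate numbers were used as a replicate block as well, with 987, 267 and 63 genes and 19 lists called, but replicates share only a number: deviations of same-numbered libraries correlated at -0.0385 (Pearson) and -0.00723 (Spearman) across 9523 genes. Of the lists, 18 passed camera, 0 with an estimated correlation and 11 to 20 without 1 library. With an estimated correlation the adjusted p was 0.260 for cell cycle, 0.248 for DNA replication, 0.260 for ILC3 genes and 0.504 for innate receptors, and without chronic HDM replicate 2 it was 0.252 for innate receptors (0.00132 without replicate 1). The chemokine list passed without chronic HDM replicate 1 (0.00322) and turned its direction without replicate 2 (0.662); lysosome and cathepsin genes passed without chronic HDM replicate 1 (0.0315) and under quantile normalization (0.0208), and not without replicate 2 (0.713); co-signaling genes passed without IL-33 replicate 1 (0.0376, 0.268 without replicate 2), up to 0.614 over the other alternatives. Without passing, ILC1 genes reversed without IL-33 replicate 1 (0.887) and without chronic HDM replicate 2 (0.726, but 0.143 in the main direction without replicate 1), and mast cell and basophil markers with a minimum in either group (0.801), without IL-33 replicate 1 (0.862) or 2 (0.983) and with limma-voom (0.844). Of named genes, none of which was called, log2 fold changes reversed for *Icos* (-0.0090), *Il17rb* (-0.30), *Il4* (-0.089), *Ltb4r1* (-0.15) and *Stat4* (-0.19) under quantile normalization, *Il17rb* under median-of-ratios scaling and scaling without 45S ribosomal RNA (-0.0072 and -0.0069), *Il4* without IL-33 replicate 1 (-0.0010, 0.58 without replicate 2), *Gzma* without chronic HDM replicate 1 (-2.11, 3.87 without replicate 2), and *Scgb1a1* (0.93, -5.11 without replicate 1) and *Thy1* (0.013, -0.59 without replicate 1) without chronic HDM replicate 2. Of all values of named genes under alternatives, 1484 were on the same side of the threshold, 559 lost a call, 88 gained one and 11 reversed; for lists the numbers were 436, 46, 4 and 7. The cause of these changes was not tested. Depth limits genes near 3 reads, and the spread of the chronic HDM pair limits changes of 2 on the log2 scale, of which the simulation recovered 5% with the measured spreads and 100% with that of the IL-33 pair in both groups (10.7 false calls per set).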

Differences from the paper's values

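The paper reports 915 genes higher after IL-33, 708 higher after chronic HDM and 1623 in all, and at the same thresholds 267, 51 and 318 were called here with limma on RPKM, where the paper used DESeq2 on counts. Of the alternatives set before the data were examined, the count after IL-33 lies within 1.5 times of the paper's with the replicate number as a block (987) and at an adjusted p under 0.05 (1311). The count after chronic HDM does so without chronic HDM replicate 2 (598). The total does so with the block (1254), at an adjusted p under 0.05 (1766) and without chronic HDM replicate 1 (1941). All other alternatives differ from the paper's counts by more: a pseudocount of 0.1 or 2, no minimum or a minimum in either group, quantile normalization, median-of-ratios scaling, limma without the trend or with robust variances, no fold threshold, leaving out either IL-33 replicate, and limma-voom. A weight per library, chosen after seeing the values, calls 692 genes after IL-33, within 1.5 times of the paper's count, and leaves part of the genes the paper names from this experiment uncalled.

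The paper gives *Il2ra* as the most significantly upregulated gene after IL-33, and here it ranked 4 by p (3.6e-06, against 1.3e-06 for *Stmn1*), with an adjusted p tied with the smallest (0.00497). Of the genes that the paper names from this experiment, 9 were called here (*Il2ra*, *Il5*, *Il9*, *Ccr4*, *Ccr7*, *Cenpe*, *Top2a*, *Ccnd2* and *Rgs2*), all in the paper's direction. Others were not called, although the log2 fold changes of those listed next have the paper's direction. The adjusted p of these from limma was 0.0132 for *Il13*, 0.0163 for *Myd88*, 0.0204 for *Irf4*, 0.0297 for *Tbx21*, 0.0165 for *Il7r*, 0.0631 for *Flt3l*, 0.0179 for *Icosl*, 0.0391 for *Cd274*, 0.0824 for *Ccl6*, 0.0135 for *Cxcl10*, 0.0532 for *Irf5*, 0.0199 for *Cd33*, 0.0278 for *Ccr2*, 0.0526 for *Ctsd*, 0.0563 for *Ctss* and 0.0255 for *Csf2*. At an adjusted p under 0.05, *Il13*, *Myd88*, *Irf4*, *Tbx21*, *Il7r*, *Icosl*, *Cd274*, *Cxcl10*, *Cd33*, *Ccr2* and *Csf2* were called. With the replicate number as a block, *Il13*, *Myd88*, *Irf4*, *Il7r*, *Icosl*, *Ccl6*, *Cxcl10*, *Ccr2*, *Ctsd* and *Ctss* were called. Without chronic HDM replicate 1, *Il13*, *Myd88*, *Irf4*, *Tbx21*, *Il7r*, *Cxcl10*, *Cd33*, *Ctsd*, *Ctss* and *Csf2* were called, and without chronic HDM replicate 2 *Il13*, *Myd88*, *Irf4*, *Tbx21*, *Il7r*, *Flt3l*, *Icosl*, *Cxcl10*, *Irf5*, *Cd33*, *Ccr2* and *Csf2*. Quantile normalization called *Il7r* and lost *Cenpe*. A weight per library, chosen after seeing the values, called *Il13*, *Irf4*, *Il7r* and *Cxcl10* and dropped 0 of the 9. All 9 were lost at a pseudocount of 0.1, with no minimum, without the trend and with limma-voom. Median-of-ratios scaling and scaling without 45S ribosomal RNA each lost 3 of the 9, and a minimum in either group lost 1. For 18 genes the mean RPKM of both groups could be set beside Fig. 7D, read by eye, and all 36 values lie within 1.5 times or the replicate SD of those in the figure.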

Other observations

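Interferon response genes went in both directions. Of 42, 2 were higher after IL-33, 1 higher after chronic HDM and 39 did not pass the test (4 and 4 passed when adjusted over the list alone). *Ifitm1*, encoding a membrane protein that restricts viruses, was at 34.9 ± 18.8 RPKM (SD, n = 2) after IL-33 and no reads in either chronic HDM library, at least 153-fold higher, and *Ifitm3* at 144 ± 22.4 RPKM (SD, n = 2) after IL-33 and 23.5 ± 6.75 RPKM (SD, n = 2) after chronic HDM (log2 fold change 2.58, standard error 0.29, adjusted p = 0.00795 from limma), while *Irf7* was higher after chronic HDM. The list as a whole lay higher after chronic HDM (median -0.48, adjusted p = 0.0126 from camera, adjusted p = 0.701 with an estimated correlation). Among 17 immune checkpoints and inhibitory receptors, 1 was higher after IL-33, 1 higher after chronic HDM and 15 did not pass the test (1 and 1 passed when adjusted over the list alone). *Ctla4*, an inhibitory receptor best known from regulatory T cells, was at 109.8 ± 2.71 RPKM (SD, n = 2) after IL-33 and 27.3 ± 4.01 RPKM (SD, n = 2) after chronic HDM (log2 fold change 1.98, standard error 0.23, adjusted p = 0.00872 from limma), and *Lilrb4a*, an inhibitory receptor of myeloid cells and mast cells, at 89.1 ± 6.40 RPKM (SD, n = 2) after IL-33 and 405 ± 70.2 RPKM (SD, n = 2) after chronic HDM (log2 fold change -2.16, standard error 0.20, adjusted p = 0.00687 from limma). That list did not pass as a whole (median 0.42, mean -0.07, adjusted p = 0.509 from camera). Of 15 genes for lipid mediators, none passed in either direction, also when adjusted over the list alone (median -0.49, adjusted p = 0.0481 from camera, adjusted p = 0.435 with an estimated correlation). That list passed in 7 of 17 alternatives, and not at a pseudocount of 0.1, with no minimum or a minimum in either group, under median-of-ratios scaling or scaling without 45S ribosomal RNA, with the replicate block, a weight per library or limma-voom, or without chronic HDM replicate 2 (adjusted p up to 0.114). The leukotriene B4 receptor gene *Ltb4r1* was at 277 ± 46.6 against 212 ± 49.2 RPKM and the leukotriene A4 hydrolase gene *Lta4h* at 146 ± 4.69 against 85.4 ± 27.1 RPKM (means ± SD of 2 libraries after IL-33 and after chronic HDM). *Il17rb*, a chain of the IL-25 receptor, was at 116 ± 22.4 against 98.8 ± 12.4 RPKM (adjusted p = 0.524 from limma).

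Markers of other cell types were measured in the same libraries. Of 13 T cell markers, 2 were higher after IL-33, 0 higher after chronic HDM and 11 did not pass the test (4 and 4 passed when adjusted over the list alone). Their median was 0.12, below 0 under 3 other scalings (adjusted p = 0.526 from camera), and the called ones were *Tnfsf8* and *Ubash3a* at 135 ± 36.8 against 24.5 ± 5.71 RPKM. Of 5 mast cell and basophil markers, 1 was higher after IL-33, 1 higher after chronic HDM and 3 did not pass the test (1 and 1 passed when adjusted over the list alone). The called ones were *Mcpt8* after IL-33 and *Kit* after chronic HDM (list median 0.41, adjusted p = 0.908 from camera). Of 5 epithelial markers, none passed (median -2.03, adjusted p = 0.0481 from camera, adjusted p = 0.504 with an estimated correlation). They passed in 5 of 17 alternatives: a pseudocount of 2, robust variances, the replicate block, a weight per library and without chronic HDM replicate 1. The median rose above 0 without chronic HDM replicate 2 (0.21) and with no minimum (0.07). *Scgb1a1*, the club cell secretoglobin, had 1.65 and 0.368 RPKM in the IL-33 libraries and 0 and 64.6 RPKM in the chronic HDM libraries (replicates 1 and 2), and *Epcam* 2.78 ± 1.23 against 15.3 ± 8.75 RPKM. Lists with fewer than 5 tested members were not tested as sets. Of 3 neutrophil markers, 1 was called, the decoy receptor gene *Il1r2* at 709 ± 23.6 against 254 ± 25.2 RPKM. The other 2 had higher means after chronic HDM (median log2 fold change of the 3 markers -2.32). When adjusted over the list alone, 1 passed in each direction. Of 3 eosinophil markers none was called, with *Ear2* at 12.0 ± 12.1 against 47.2 ± 6.03 RPKM and *Cd300lf* at 0.131 ± 0.185 against 11.0 ± 5.49 RPKM. Of 3 NK cell markers none was called, with *Nkg7* at 47.2 ± 4.34 against 23.7 ± 8.42 RPKM and *Gzma* at 9.90 and 18.6 RPKM in the IL-33 libraries and 0 and 62.0 RPKM in the chronic HDM libraries (replicates 1 and 2). The 1 tested B cell marker, *Cd79b*, was at 32.9 ± 7.80 against 7.70 ± 1.46 RPKM (adjusted p = 0.0191 from limma) and *Fcmr* lay below the minimum. Of 2 red blood cell markers, *Hba-a1* and *Hba-a2*, near-identical copies that may share reads, neither was called (16.4 ± 3.94 against 0.719 ± 0.0453 RPKM for the former, adjusted p = 0.0109 from limma). Of 4 sex-linked genes tested none was called. Both asthma genes named by the paper, *Rgs2* and *Irf5*, were higher in both chronic HDM libraries, and 1 of them was called.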
